# The m^6^A methylation and expression profiles of mouse neural stem cells after hypoxia/reoxygenation

**DOI:** 10.1186/s13287-024-03658-8

**Published:** 2024-02-16

**Authors:** Shaoqiong Zhang, Kaile Cui, Yuanyuan Li, Yiting Fan, Dongxu Wang, Xingen Yao, Bo Fang

**Keywords:** Neural stem cell, Hypoxia/reoxygenation, N6-methyladenosine methylation, Proliferation, Migration, Differentiation

## Abstract

**Background:**

Ischemia–reperfusion injury to the central nervous system often causes severe complications. The activation of endogenous neural stem cells (NSCs) is considered a promising therapeutic strategy for nerve repair. However, the specific biological processes and molecular mechanisms of NSC activation remain unclear, and the role of N6-methyladenosine (m^6^A) methylation modification in this process has not been explored.

**Methods:**

NSCs were subjected to hypoxia/reoxygenation (H/R) to simulate ischemia–reperfusion in vivo. m^6^A RNA methylation quantitative kit was used to measure the total RNA m^6^A methylation level. Quantitative real-time PCR was used to detect methyltransferase and demethylase mRNA expression levels. Methylated RNA immunoprecipitation sequencing (MeRIP-seq) and RNA sequencing (RNA-seq) were conducted for NSCs in control and H/R groups, and the sequencing results were analyzed using bioinformatics. Finally, the migration ability of NSCs was identified by wound healing assays, and the proliferative capacity of NSCs was assessed using the cell counting kit-8, EdU assays and cell spheroidization assays.

**Results:**

Overall of m^6^A modification level and *Mettl14* mRNA expression increased in NSCs after H/R treatment. The m^6^A methylation and expression profiles of mRNAs in NSCs after H/R are described for the first time. Through the joint analysis of MeRIP-seq and RNA-seq results, we verified the proliferation of NSCs after H/R, which was regulated by m^6^A methylation modification. Seven hub genes were identified to play key roles in the regulatory process. Knockdown of *Mettl14* significantly inhibited the proliferation of NSCs. In addition, separate analysis of the MeRIP-seq results suggested that m^6^A methylation regulates cell migration and differentiation in ways other than affecting mRNA expression. Subsequent experiments confirmed the migration ability of NSCs was suppressed by knockdown of *Mettl14*.

**Conclusion:**

The biological behaviors of NSCs after H/R are closely related to m^6^A methylation of mRNAs, and *Mettl14* was confirmed to be involved in cell proliferation and migration.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s13287-024-03658-8.

## Background

Ischemia–reperfusion injury is a common pathophysiological process in many diseases including ischemic stroke, myocardial infarction, acute renal injury, and hemorrhagic shock [1]. In addition, some surgical techniques require that blood supply to organs must be blocked during the perioperative period, resulting in ischemia–reperfusion injury such as cerebral ischemia–reperfusion injury after carotid endarterectomy and spinal cord ischemia–reperfusion injury after aortic surgery [2, 3]. Local neurons are lost, myelin sheaths are severely degraded, the barrier is damaged, and edema occurs after central nervous system ischemia–reperfusion injury [4–7]. Ischemia–reperfusion causes dramatic changes in the internal environment on which cells depend for survival. Hypoxia/reoxygenation (H/R) is one of the most common and detrimental internal environmental changes experienced by local cells and is often used to simulate the process of ischemia–reperfusion in vitro [8–10].

Neural stem cells (NSCs) are multipotent stem cells that can self-renew and differentiate into different cell types in the central nervous system [11]. At present, there are two strategies to treat degenerative nervous system diseases: NSC transplantation and endogenous NSC activation [11]. However, complications such as immune rejection and tumorigenicity of the former hinder its popularization [12, 13]. Adult NSCs, which are originally in a static state, begin to undergo a transformative biological process known as endogenous NSC activation under the state of injury or stress [11]. There is no doubt that the proliferation of NSCs is the basis of nerve tissue repair, and many studies have also reported that endogenous NSC proliferation occurs after ischemic stroke [14–17]. However, neural repair is a complex process that goes beyond normal proliferation. NSCs must be endowed with more capabilities, such as the ability to migrate to the injured site and successfully differentiate into the correct neuronal subtype. Therefore, we used bioinformatics analysis to explore the biological processes of NSCs after H/R as comprehensively as possible.

N6-methyladenosine (m^6^A) refers to the methylation of the adenosine base at the nitrogen-6 position, which is the most common and abundant RNA molecular modification in eukaryotes. The presence of methyltransferases and demethylases makes the modification dynamically reversible. Regulation of m^6^A methylation of mRNA regulates gene expression and therefore the biological processes of NSCs. Loss of fat mass and obesity-associated gene (*FTO*), a demethylase gene, reduced proliferation and neuronal differentiation of adult NSCs in vivo [18]. After knockout of methyltransferase-like 14 (*Mettl14*), the proliferation of embryonic NSCs was significantly inhibited and early differentiation occurred [19]. In this study, we aimed to analyze the m^6^A methylation profiles of NSCs after H/R for the first time and to reveal the molecular mechanism by which m^6^A methylation regulates the activation of NSCs. In addition, because the molecular mechanism of endogenous activation of NSCs remains unclear, we explored the hub genes that regulate the biological activities of NSCs after H/R by combining mRNA m^6^A methylation and expression analyses.

## Materials and methods

### Cell culture and H/R

C17.2 NSCs were purchased from Meisen Chinese Tissue Culture Collections (Jinhua, Zhejiang, China) and cultured in Dulbecco’s modified Eagle’s medium with 10% fetal bovine serum, 1% penicillin–streptomycin, and 1% glutamine (Procell Life Science & Technology Co., Ltd, Wuhan, Hubei, China). The culture medium was replaced every two days, and the cells were passaged every 4–5 days. To simulate ischemia–reperfusion in vitro, NSCs were placed in a humid anaerobic chamber (MC-101 model, Billups-Rothenberg Inc., Del Mar, CA, USA) perfused with 5% O_2_, 5% CO_2_, and 90% N_2_ at 37 °C for 12 h. NSCs were then moved to standard oxygen conditions and cultured for 48 h. The cells in the control group were cultured under standard oxygen conditions.

### m^6^A RNA methylation quantification

Total RNA was extracted using TRIzol (Takara Bio Inc., Shiga, Japan). The total RNA m^6^A methylation level was detected via EpiQuik m^6^A RNA Methylation Quantification Kit (P-9005; Epigentek Group Inc., Farmingdale, NY, USA). The brief operation process is as follows: 2 μL control (negative or positive) and 200 ng sample RNA were added into the eight tubes in the kit, respectively, and the total RNA was bound to the orifice plate with high-efficiency RNA binding solution. After adding the develop solution and stop solution, the absorption value at 450 nm was read with the microplate reader.

### Quantitative real-time PCR (qRT-PCR)

Total RNA was isolated after the cells were lysed using TRIzol reagent (Takara Bio Inc., Otsu, Shiga, Japan). The reverse transcribed RNA was equal to 450 ng using the cDNA Reverse Transcription Kit (Takara Bio Inc., Otsu, Shiga, Japan), according to the manufacturer’s instructions. Target genes were amplified using the SYBR Green method with a real-time fluorescent quantitative PCR kit (Takara Bio Inc., Otsu, Shiga, Japan). mRNA levels were quantified relative to those of glyceraldehyde phosphate dehydrogenase (GAPDH) as a reference gene. The primer sequences used are listed in Table 1.

**Table 1:** Primer sequence in quantitative reverse-transcription polymerase chain reaction

Gene	Sequence
*Mettl14*^a^	F: 5′-TCACCTCCTCCCAAGTCCAAGTC-3′
	R: 5′-CCCTAAAGCCACCTCTCTCTCCTC-3′
*Mettl3*^b^	F: 5′-CGCTGCCTCCGATGTTGATCTG-3′
	R: 5′-TCTCCTGACTGACCTTCTTGCTCTG-3′
*WTAP*^c^	F: 5′-ACGCAGGGAGAACATTCTTGTCATG-3′
	R:5′-TCGGCTGCTGAACTTGCTTGAG-3′
*FTO*^d^	F: 5′-CTCACAGCCTCGGTTTAGTTCCAC-3′
	R: 5′-CGTCGCCATCGTCTGAGTCATTG-3
*ALKBH5*^e^	F: 5′-CGGGACCACCAAGCGGAAATAC-3′
	R: 5′-CCTCTTCCTCCTTCTGCAACTGATG-3′
*GAPDH*^f^	F: 5′-GGCAAATTCAACGGCACAGTCAAG-3′
	R: 5′-TCGCTCCTGGAAGATGGTGATGG-3′

^a^methyltransferase like 14, ^b^methyltransferase like 3, ^c^WT1 associating protein, ^d^fat mass and obesity-associated gene, ^e^alkB homolog 5, ^f^glyceraldehyde phosphate dehydrogenase

### Methylated RNA immunoprecipitation sequencing (MeRIP-seq) and data analysis

The m^6^A-IP-Seq service was outsourced to CloudSeq Biotech Inc. (Shanghai, China). Immunoprecipitation of total RNA was completed using the GenSeq^®^ m^6^A-IP Kit (GenSeq Inc., Shanghai, China) according to the manufacturer’s instructions. Briefly, RNA was randomly fragmented to approximately 200 nucleotides using RNA fragmentation reagents. Protein A/G beads were rotated at room temperature (25 °C) for 1 h with m^6^A antibodies to achieve coupling. The A/G bead-coupled antibodies were then incubated with the RNA fragments and further rotated at 4 °C for 4 h. Following incubation, the resulting complexes were washed multiple times. The captured RNA was eluted from the complexes and purified. A GenSeq^®^ Low Input Whole RNA Library Prep Kit (GenSeq, Inc., Shanghai, China) was used to construct RNA libraries for IP and input samples according to the manufacturer’s instructions. An Agilent 2100 Bioanalyzer (Agilent Technologies Inc., Palo Alto, CA, USA) was used to identify libraries which were then sequenced on a NovaSeq platform (Illumina, San Diego, CA, USA). Paired-end reads were collected from an Illumina NovaSeq 6000 sequencer (Illumina, San Diego, CA, USA), and quality was controlled by Q30. Then, 3′ adaptor trimming and low-quality reads were removed using cutadapt software (v1.9.3) [20]; STAR software and Hisat2 software (v2.0.4) were used to match the clean reads of the input libraries, and all libraries, respectively, to the reference genome (UCSC MM10) [21, 22]. Methylated sites on RNAs (peaks) were identified using MACS software [23]. Differentially methylated sites were identified using diffReps [24]. These peaks on the exons of mRNAs were screened using our own program, and the corresponding annotations were completed using this program. The foldchange cutoff was 2, and the *P* value cutoff was 0.00001.

### RNA sequencing (RNA-seq) and data analysis

The GenSeq^®^ rRNA Removal Kit (GenSeq, Inc., Shanghai, China) was used to remove rRNAs from the samples according to the manufacturer’s instructions. After rRNAs were removed from the samples, a sequencing library was constructed using the GenSeq^®^ Low Input RNA Library Prep Kit (GenSeq, Inc., Shanghai, China) according to the manufacturer’s instructions. The BioAnalyzer 2100 system (Agilent Technologies, Inc., Palo Alto, CA, USA) was used to control the quality of and quantify the libraries, and an Illumina NovaSeq 6000 sequencer (Illumina, San Diego, CA, USA) was used for library sequencing with 150 bp paired-end reads. Next, the paired-end reads were harvested and quality-controlled by Q30. We used cutadapt software (v1.9.3) to remove 3′ adaptor-trimming and low-quality reads [20], and hisat2 software (v2.0.4) to match high-quality reads to the reference genome [22]. HTSeq software (v0.9.1) was used to obtain the raw count at the gene level as the expression profiling; edgeR (v3.16.5) was used to perform normalization, and differentially expressed mRNAs were identified by *P* value and foldchange [25]. The foldchange cutoff was 2, and the *P* value cutoff was 0.05.

### Bioinformatics analysis

An idiographic online tool (http://rtools.cbrc.jp/idiographica/) was used to present differential methylation sites on RNAs transcribed from genes on each chromosome [26]. Gene Ontology (GO) enrichment analysis and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway analysis of mRNAs with m^6^A methylation differences or expression differences were performed using R software 4.2.1 (R Foundation for Statistical Computing, Vienna, Austria). We determined the interaction relationship between biomolecules using the STRING database (https://string-db.org/). Then, Cytoscape software 3.9.1 (The Cytoscape Consortium, San Diego, CA, USA) was used to construct the protein–protein interaction (PPI) network and select the hub genes.

### Cell transfection

To inhibit the expression of *Mettl14*, C17.2 NSCs were uniformly cultured in a six-well plate at a density of 5 × 10^5^ cells per well. After the cells were attached to the wall, si-Mettl14 (20 µM) and the negative control (NC) (20 µM) (RiboBio, Guangzhou, Guangdong, China) were incubated with transfection reagents and then added to the medium. After 48 h, a transfection efficiency of 80% was observed in the fluorescent control group.

### Wound healing assay

The cells were laid out in a labeled six-well plate at a density of 4 × 10^5^ per well and cultured overnight, using 200 μL pipette to vertically scratch the single-layer cells. The scratched cells were removed by PBS washing for three times. The cell images were taken under the optical microscope 48 h after H/R.

### Western blot

The adherent cells were harvested in RIPA lysis buffer (Beyotime Biotechnology, Shanghai, China) on ice. The lysed cells were scraped and transferred to 1.5 mL Eppendorf tubes. After 10 min incubated on ice, centrifuge at 4 °C at 12,000 rpm for 15 min. Gently absorb the supernate and transfer it to a newly pre-cooled centrifuge tube. Total protein concentration was determined by bicinchoninic acid (BCA) protein assay kit (Beyotime Biotechnology, Shanghai, China). The protein loading buffer (Beyotime Biotechnology, Shanghai, China) was then added and heated in a boiling water bath at 100 °C for 5 min to denature the protein. A protein sample of 30 μg was isolated by SDS-PAGE adhesive, and membrane transfer was conducted through polyvinylidene fluoride (PVDF, Millipore, Boston, MA, USA) membrane. The membrane was sealed with 5% skim milk at normal temperature for 2 h and then incubated with specific primary antibody at 4 °C overnight. The affinity purified Goat Anti-Rabbit Mouse IgG antibody (Abmart, Shanghai, China) was then used to incubate the membrane at room temperature for 1 h The protein bands were mixed with ECL solvent, and images were collected with the enhanced chemiluminescence (Thermo Fisher Scientific, Waltham, MA, USA).

### Cell counting kit-8 (CCK-8) assay

si-Mettl14- and NC-transfected NSCs in the logarithmic growth phase were seeded in 96-well plates. Cells were counted 24 h in advance to ensure a density of 5 × 10^3^ per well. Next, 10% CCK-8 (Apexbio, Houston, TX, USA) was added and incubated at 37 °C for 2 h. The optical density (OD) of the solution in each sample was measured spectrophotometrically at 450 nm. The experiment was repeated three times for statistical analysis.

### EdU assay

The EdU assay for NSC proliferation was performed after 24 h of reoxygenation using a commercial kit (Beyotime Biotech, Shanghai, China). Cells were cultured in a medium containing 10 μM EdU for 24 h according to the manufacturer’s instructions. Then, 4% paraformaldehyde was used for cell fixation and 0.3% Triton X-100 (Sigma-Aldrich, St Louis, MO, USA) was used to permeabilize the cells. Cells were stained with the included click additive solution, and DAPI (Servicebio, Wuhan, Hubei, China) was used to perform nuclear staining. Finally, images were captured using fluorescence microscopy. The percentage of EdU-labeled cells was counted using ImageJ software 1.48 (National Institutes of Health, Bethesda, MD, USA).

### Isolation, culture of primary NSCs

C57BL/6 mice weighing over 30 g, aged 11 weeks, with a first pregnancy and 16 days of gestation (Vital River, Beijing, China) were purchased for the isolation of primary NSCs. Briefly, the brain tissue was isolated from fetal mice in pregnant mice and cut into about 1 mm^3^ tissue blocks with iris scissors, which digested by 0.125% trypsin, treated at 37 °C for 20 min, and shaken 2–3 times during the period. Discarding the supernatant, the complete medium was added to terminate digestion. After NSCs was washed with PBS and centrifuged, they were cultured in T25 cell culture bottle with complete medium at 37 °C and 5% CO_2_ incubator for 4-6 h, and replaced with serum-free culture medium. The medium was changed every 2 days, and the cells were cultured for 3–4 days for passaging. The above animal experimental steps were conducted in accordance with the Guide for the Care and Use of Laboratory Animals published by the US National Institutes of Health. All animal experimental procedures were reviewed and approved by the Ethics Committee of the Animal Department of China Medical University (Approval number: CMUXN2023046).

### Cell spheroidization assays

Primary cells were cultured in serum-free medium. The cells of logarithmic growth stage were collected, inoculated at a density of 1000 cells/well to a low-adhesion 6-well plate. After stationary culture 7–10 days, the suspended neurosphere with a count of more than 50 cells was observed under the microscope and its diameter was assessed.

### Statistical analysis

The results of the experimental data were expressed as mean ± standard error of the mean (SEM) and were analyzed and plotted using GraphPad Prism 9 (GraphPad Software Inc., La Jolla, CA, USA). The Shapiro–Wilk test was used to determine whether the data were normally distributed (*P* > 0.05, normal distribution). When the two groups of data were normally distributed and had homogeneous variances, an unpaired t test was used for statistical analysis. Welch’s t test was used when the variance was inconsistent. In addition, if the data did not follow a normal distribution, a Mann–Whitney test was used to evaluate the differences. Differences were considered significant when *P* < 0.05.

## Results

### Overall of m^6^A modification level and ***Mettl14*** mRNA expression increased in NSCs after H/R treatment

After H/R treatment, the overall m^6^A methylation modification changes of mRNAs in NSCs were detected. It was confirmed that more m^6^A methylated modification of mRNAs occurred in NSCs after H/R (*P* = 0.0020) (Fig. 1A). To investigate the causes of mRNA m^6^A methylation changes in NSCs after H/R, we evaluated the RNA expression levels of three methyltransferases, METTL14, methyltransferase-like 3 (METTL3), WT1 associating protein (WTAP), and two demethylases FTO, and alkB homolog 5 (ALKBH5), using qRT-PCR. However, after H/R, only increased mRNA expression of METTL14 was observed in NSCs (*P* = 0.0081) (Fig. 1B), and there was no significant difference in mRNA expression of METTL3, WTAP, FTO, and ALKBH5 (*P* = 0.5519,* P* = 0.1105,* P* = 0.5640,* P* = 0.1285, respectively) (Fig. 1C–F).

**Fig. 1:**
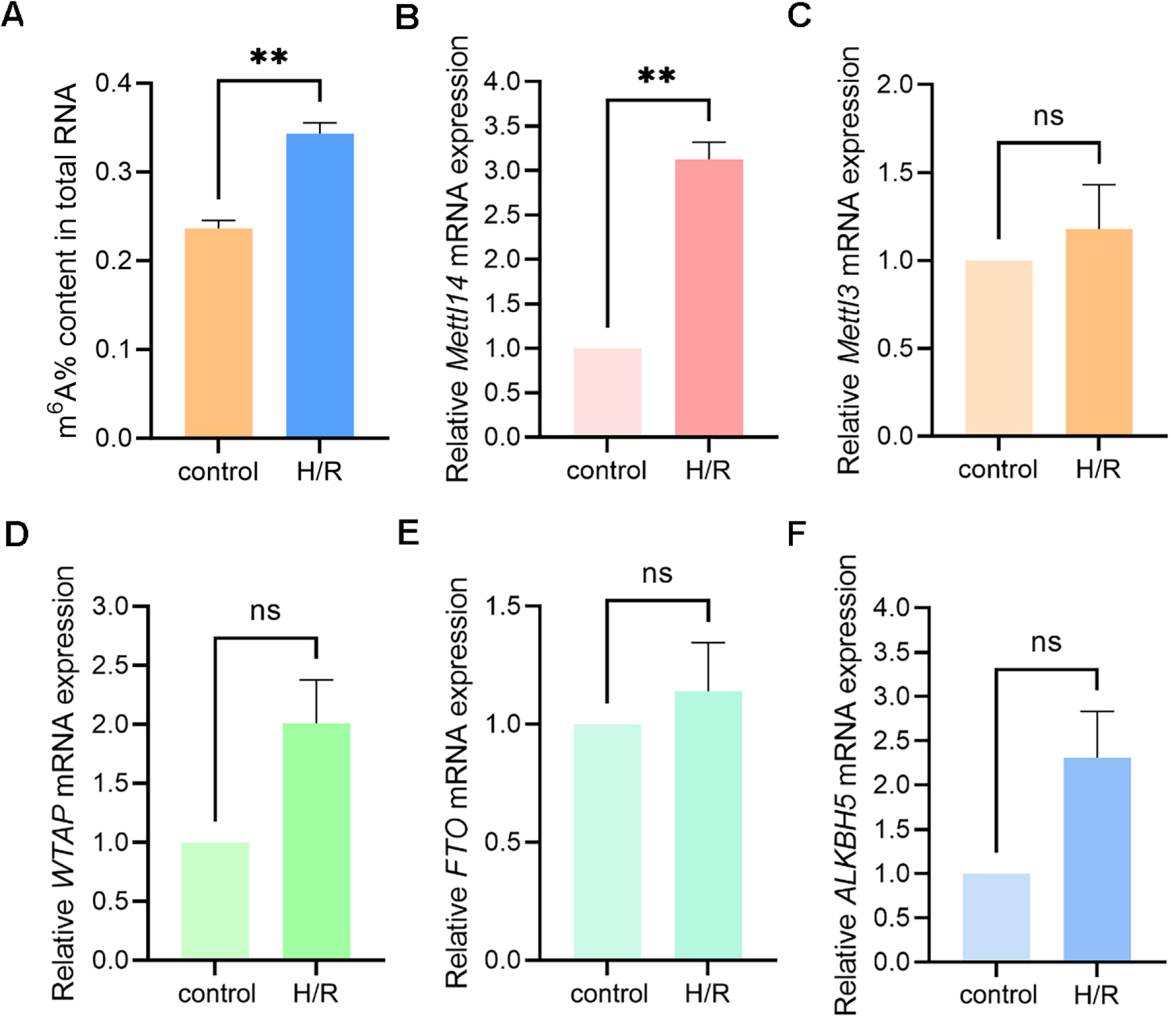
Overall m^6^A modification level and mRNA expression of five methyltransferases or demethylases in NSCs after H/R. **A** Overall m^6^A modification level in NSCs increased after H/R. **B** qRT-PCR detected that *Mettl14* mRNA expression in NSCs of H/R group was significantly higher than that of control group. **C**–**F** The results of qRT-PCR showed that there was no significant difference in the mRNA expression of METTL3, WTAP, FTO, and ALKBH5 between the control group and the H/R group (n = 3). **P < 0.01; ns indicates *P* > 0.05. The data are presented as the mean ± SEM

### Overview of m^6^A methylated RNA immunoprecipitation sequencing results and topological distribution of m^6^A methylation peaks

To compare the differences in mRNA m^6^A methylation in NSCs after H/R treatment, we implemented MeRIP-Seq. Average raw reads (Additional file 1: Table S1) of 89.84 Mb and 91.27 Mb were obtained from IP samples and input samples, respectively. After 3′ adapter trimming and low-quality read removal, clear reads of IP samples and input samples were obtained. An average of 44.99% of the reads were mapped to the reference genome (Additional file 2: Table S2). We eliminated multiple mapped reads (1.74%), and the remaining unique mapped reads were used for subsequent analyses (43.25%) (Additional file 2: Table S2). After comparing the sequencing data of IP and input samples, we annotated the m^6^A peak distribution. The m^6^A methylation peaks in the control and H/R groups were mainly distributed in the CDS region. In particular, after H/R treatment, the proportion of m^6^A peaks in the CDS region further increased from 38.2 to 44.2% (Fig. 2A–C). We identified m^6^A peaks in mRNAs in each sample of the control and H/R groups (Additional file 3: Table S3). Specifically, 9658 peaks were identified in the control group on average, while average of 18,233 peaks were identified in the H/R group (Fig. 2D). There were 12,816 overlapping peaks between the two groups, accounting for 47.2% of the total peaks (Fig. 2E). In addition, Fig. 2F, G shows the three most conserved motifs in the control and H/R groups, respectively.

**Fig. 2:**
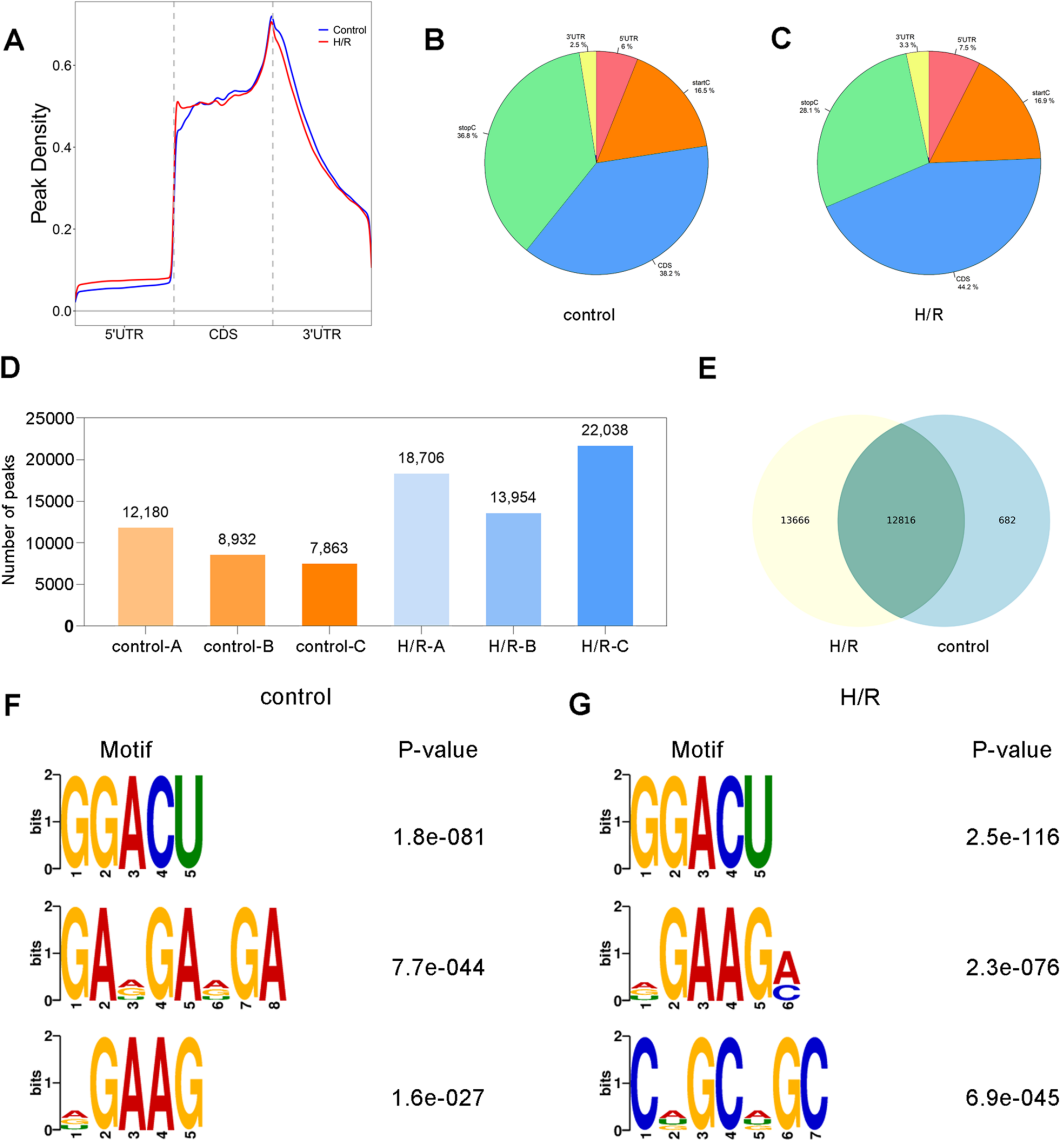
Topological distribution of m^6^A methylation peaks before and after H/R treatment. **A** The distribution of m^6^A methylation peaks on RNAs of NSCs in control and H/R groups in gene structures. **B**, **C** Distribution percentage of m^6^A methylation peaks on RNAs in each gene structure in control group and H/R group. **D** The number of m^6^A methylation peaks of each sample in control group and H/R group. **E** Coincidence and difference of m^6^A methylation peaks in control group and H/R group. **F**, **G** The three most conservative m^6^A methylation motifs in control group and H/R group, respectively

### Significant changes in m^6^A methylation after H/R treatment

Compared with the control group, 8540 peaks in the H/R group demonstrated changes, including 2847 upregulated peaks and 5693 downregulated peaks (Additional file 4: Table S4, Fig. 3A, B). The average logarithmic foldchange of upregulated peaks was 1.70, and that of downregulated peaks was 4.85 (Fig. 3C). The average lengths of the upregulated and downregulated peaks were 341 and 245 bp, respectively (Fig. 3D). Chr10 had the largest number of differential peaks of mRNAs transcribed from the gene, and the number of differential methylation sites was 673 (Fig. 3E). In addition, these differentially expressed peaks came from 6200 mRNAs (Additional file 4: Table S4). Details of the 20 methylation peaks with the most significant differences are presented in Table 2. Figure 3F shows the two mRNAs with the largest number of m^6^A methylation peaks, *Cenpe* and *Gvin1*.

**Fig. 3:**
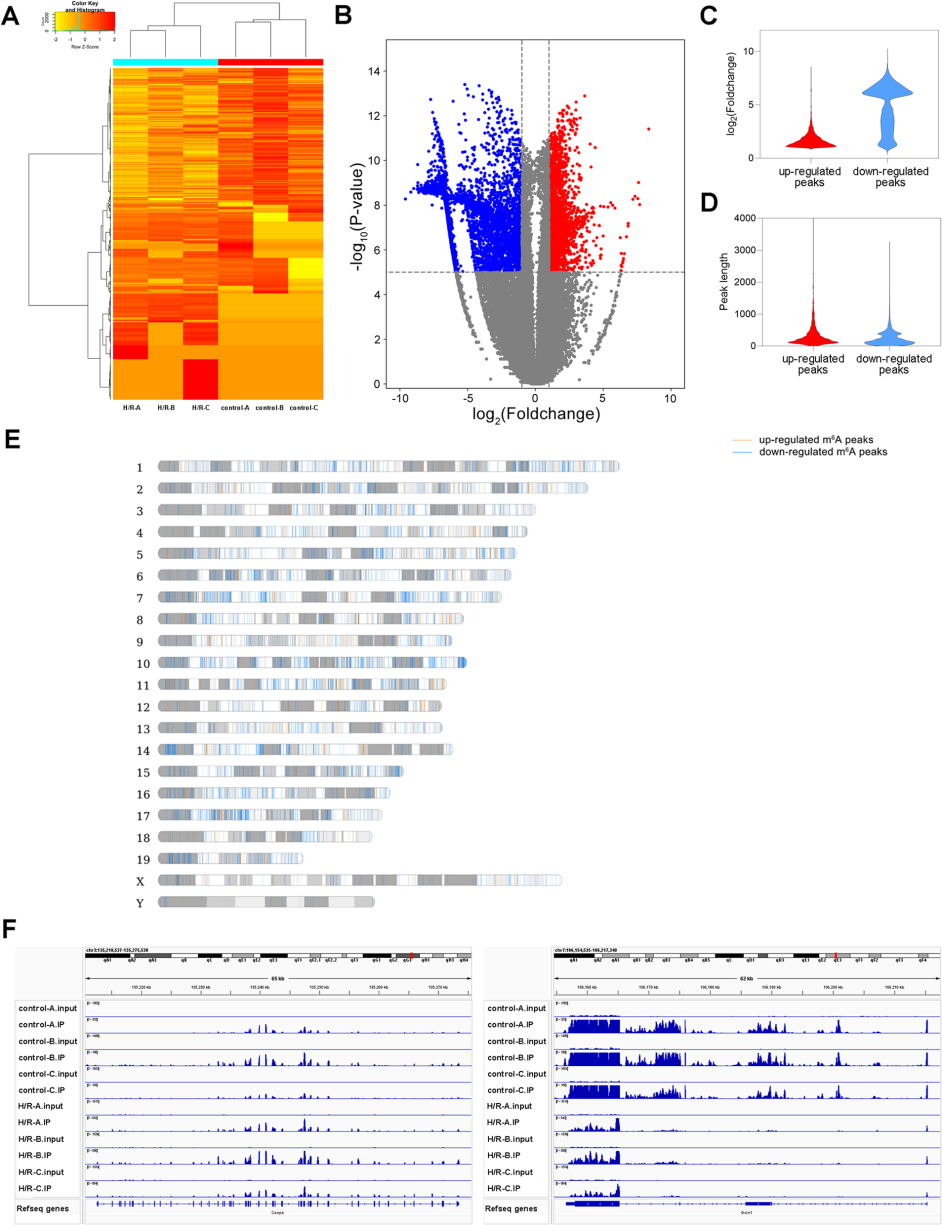
Difference of m^6^A methylation peaks between control group and H/R group. **A** Heat map showing m^6^A methylation difference of samples in control group and H/R group. **B** Volcanic plot showing significantly up-regulated (red) and down-regulated (blue) m^6^A methylation peaks (Foldchange cutoff was 2, *P* value cutoff was 0.00001). **C** Foldchanges of up-regulated and down-regulated m^6^A methylation. **D** Length of up-regulated and down-regulated m^6^A methylation peaks. **E** Chromosome distribution map of differential m^6^A methylation sites. **F** IGV plots showing *Cenpe* and *Gvin1* m^6^A methylation sites, respectively

**Table 2:** The top 20 significantly changed m^6^A methylation peaks based on *P* value

Peak ID	Peak start	Peak end	Foldchange	*P* value	Regulation	Chromosome	Gene name
diffreps_peak_677001	109,575,127	109,575,520	12.42056075	1.29283E−13	Up	chr8	*Hp*
diffreps_peak_468654	135,259,978	135,260,160	8.022988506	2.44216E−13	Up	chr3	*Cenpe*
diffreps_peak_280810	11,447,307	11,447,500	5.090078329	3.64478E−13	Up	chr16	*Snx29*
diffreps_peak_643379	143,740,269	143,740,360	5.496202532	4.4459E−13	Up	chr7	*Osbpl5*
diffreps_peak_117541	40,714,710	40,714,720	7.885802469	5.55243E−13	Up	chr11	*Hmmr*
diffreps_peak_557960	138,187,041	138,187,226	4.2890625	5.66926E−13	Up	chr5	*Taf6*
diffreps_peak_34656	136,486,271	136,486,444	4.059471366	5.69005E−13	Up	chr1	*Kif14*
diffreps_peak_120760	50,292,241	50,292,336	4.255172414	5.82923E−13	Up	chr11	*Maml1*
diffreps_peak_285637	22,985,851	22,986,068	5.007760532	7.25728E−13	Up	chr16	*Kng2*
diffreps_peak_614902	35,409,580	35,409,780	3.795546559	7.67188E−13	Up	chr7	*Cep89*
diffreps_peak_44561	173,736,186	173,736,471	36.87654321	3.98127E−14	Down	chr1	*AI607873*
diffreps_peak_425981	160,891,995	160,892,388	17.7902439	4.5173E−14	Down	chr2	*Lpin3*
diffreps_peak_675357	105,292,334	105,292,445	32.83950617	6.29123E−14	Down	chr8	*Exoc3l*
diffreps_peak_557702	137,730,882	137,731,180	10.6686217	7.08389E−14	Down	chr5	*Nyap1*
diffreps_peak_18578	74,881,508	74,882,040	9.29040404	8.4985E−14	Down	chr1	*Fev*
diffreps_peak_175511	116,143,668	116,143,741	9.484777518	9.83761E−14	Down	chr12	*Vipr2*
diffreps_peak_443517	51,388,701	51,389,080	14.7392638	1.0669E−13	Down	chr3	*Mgarp*
diffreps_peak_549149	114,904,981	114,905,076	30.97777778	1.19502E−13	Down	chr5	*Oasl2*
diffreps_peak_210970	119,494,901	119,495,220	9.419786096	1.34714E−13	Down	chr13	*Gm7120*
diffreps_peak_620447	55,930,901	55,931,100	23.88571429	1.40611E−13	Down	chr7	*Cyfip1*

### Enrichment analysis of genes with m^6^A methylation differences after H/R treatment

After duplication of mRNAs according to gene symbols, 5533 mRNAs with m^6^A methylation differences were obtained. GO analysis showed that 2688 terms were enriched (Additional file 5: Table S5) including biological processes, cell components, or molecular functions. The 10 terms with the largest number of enriched genes in all aspects are shown in Fig. 4A. The analysis results showed that mRNAs with m^6^A methylation differences after H/R were most closely associated with biological processes such as synapse organization, cellular ion homeostasis, and extracellular structure organization. In terms of molecular functions, they were associated with ion transport and cell adhesion. The genes enriched in synapse organization, extracellular structure organization, and cell adhesion molecule binding terms in GO analysis results are shown in Additional file 6: Fig. S1A–C. In KEGG analysis, mRNAs with differential methylation of m^6^A following H/R were enriched in 42 pathways (Additional file 7: Table S6). Similar to the GO analysis results, it could be concluded that these mRNAs participate in synaptic and extracellular matrix functions and were mainly enriched in classical signaling pathways, such as cAMP, PI3K-Akt, FOXO, and MAPK (Fig. 4B). Additional file 6: Fig. S1D, E shows the genes enriched in the ECM-receptor interaction and axon guidance terms in the KEGG analysis results. Guided by the above results, we validated the migration ability of NSCs after H/R treatment and explored the role of *Mettl14* in the migration of NSCs. Knockdown efficiency of si-Mettl14 was validated using qRT-PCR and western blotting techniques (Fig. 5A, B). The migration rate of NSCs in the H/R group was higher than that in the control group (*P* = 0.0141, Foldchange = 1.3164), and the enhanced migration ability was eliminated after knocking down *Mettl14* (*P* = 0.0033) (Fig. 5C).

**Fig. 4:**
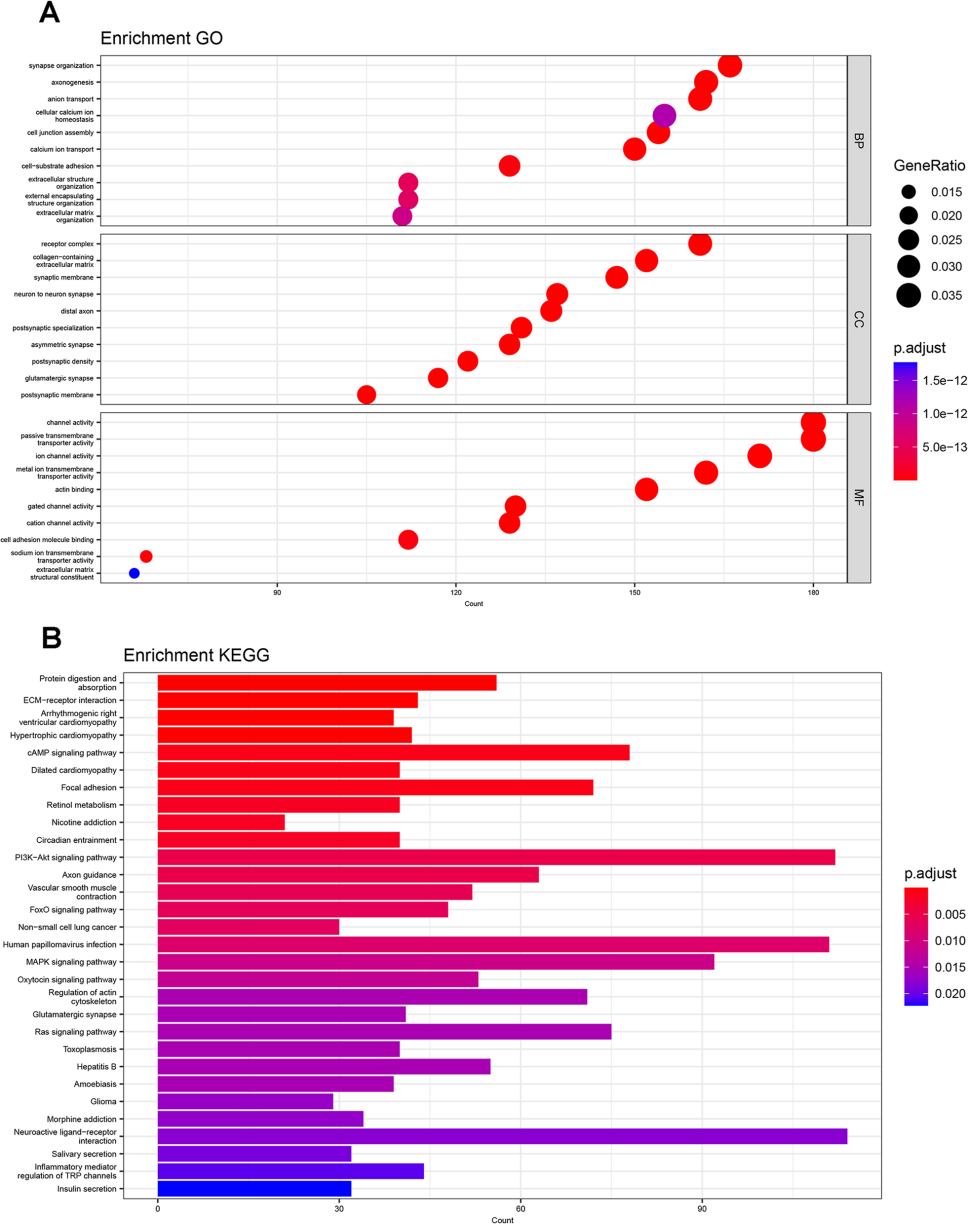
Enrichment analysis of the source genes of mRNAs with m^6^A methylation changes in NSCs after H/R. **A** 30 terms with the largest number of enriched genes from biological processes, cell components and molecular functions by GO enrichment analysis. **B** 30 pathways with the largest number of enriched genes by KEGG pathway analysis

**Fig. 5:**
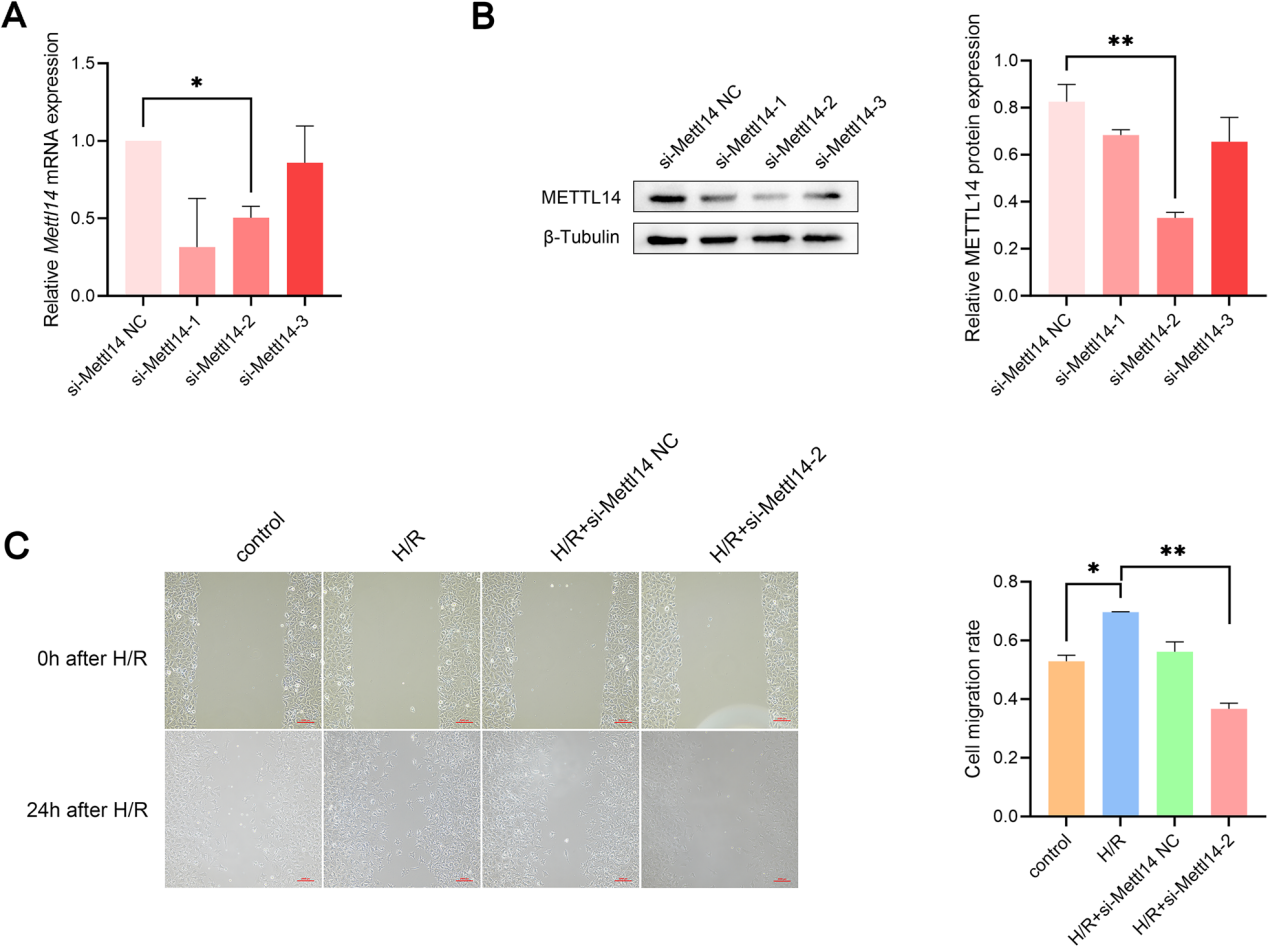
Knockdown of *Mettl14* inhibited the migration of NSCs after H/R. **A** Detection of knockdown efficiency of si-Mettl14 by qRT-PCR (n = 3). *P < 0.05. **B** Detection of knockdown efficiency of si-Mettl14 by western blotting (n = 3). **P < 0.01. Full-length blots are presented in Additional file 15: Fig. S2. **C** Detection of the migration capability of NSCs that undergo H/R treatment after *Mettl14* knockdown by wound healing assays (n = 3). *P < 0.05; **P < 0.01

### Gene expression changes and enrichment analysis after H/R treatment

To further explore the effect of m^6^A methylation differences on gene expression after H/R treatment, we conducted RNA sequencing. 

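RNA of C17.2 cells, an immortalized mouse NSC line, was sequenced in 3 control libraries and 3 H/R libraries. The H/R cells had spent 12 h at 5% oxygen and then 48 h under reoxygenation. Ribosomal RNA was removed, and the libraries were read as pairs of 150 bp. The authors trimmed the reads with cutadapt 1.9.3, aligned them to mm10 with HISAT2 2.0.4 and counted them per gene with HTSeq 0.9.1. The deposited gene table holds unnormalized integer counts of 14665 genes, all annotated as protein-coding. The counts summed to 8371882, 8210400 and 7267809 in control replicates 1, 2 and 3, and to 16830389, 15639751 and 15851179 in the H/R replicates. The paper's Table S2 gives 82756572 to 100044038 reads per input library of the MeRIP-seq. The mapped shares were 24.44%, 19.66% and 17.79% in the controls and 37.89%, 42.59% and 38.63% in H/R (the paper's values). Whether these input libraries are the RNA libraries counted here is not stated. The values here use the gene counts. Expression is given in CPM, the count of a gene scaled to a common library total by TMM factors of 0.927, 0.938 and 0.920 for the controls and 1.08, 1.08 and 1.07 for H/R, and written as the mean ± SD over the 3 libraries of a group. Coordinates are those of mm10. The filter on low counts in edgeR kept 11104 genes, which were compared with its two-sided quasi-likelihood test, and p was adjusted by the Benjamini-Hochberg method. The coefficient of variation between replicates was 0.144. The sources do not say whether the 3 libraries of a group came from separate cultures, so the p-values measure the spread between these libraries. An exact permutation test of 3 libraries against 3 cannot give a p under 0.1. Before the data were examined, 33 lists of genes were fixed, among them lists of the cell cycle, DNA replication, p53 and HIF targets and the PI3K-Akt pathway. The lists on ER chaperones, ATF4, cholesterol, interferon, p53 and mitosis were written after the paper's tables had been read and are not independent of these samples. The lists of DNA replication, G1/S, kinesins, DNA helicases, HIF targets and PI3K-Akt cover functions that the paper names for these samples. Their tests are not independent evidence either. A list was set against all other genes with camera of limma, with a preset correlation between genes of 0.01 and with a correlation estimated for each list. With the preset correlation 18 of 31 lists passed, but up to 15 passed when the 6 libraries were split in other ways into 3 and 3. With an estimated correlation 1 list passed, that of ATF4 and amino acid stress.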

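The deepest falls after H/R, among genes averaging at least 5 CPM, were those of Hmox1, the enzyme that breaks down heme, and of genes for chaperones and interferon-induced proteins. Hmox1 went from 1461 ± 968 CPM in control cells to 43.1 ± 6.34 CPM after H/R (SD, n = 3 libraries each), and its controls ran from 490 to 2426 CPM. Pdia4, a protein disulfide isomerase of the endoplasmic reticulum (ER), fell from 3088 ± 404 to 172 ± 4.20 CPM, and the heat-inducible chaperone gene Hspa1b from 155 ± 131 to 5.75 ± 0.796 CPM. The interferon-induced genes Ifi44 and Oasl2 fell from 38.4 ± 4.96 to 2.00 ± 0.527 CPM and from 10.2 ± 6.30 to 0.360 ± 0.244 CPM. Among passing genes averaging at least 5 CPM, the largest rises were those of Ces2e, a carboxylesterase, from 0.530 ± 0.434 to 16.0 ± 2.35 CPM, and of Vnn3, of the vanin family, from 1.34 ± 1.03 to 19.1 ± 2.03 CPM. Slc16a6, of the monocarboxylate transporter family, rose from 2.94 ± 2.02 to 34.5 ± 4.62 CPM, the microtubule-binding protein gene Spef1 from 1.07 ± 0.891 to 12.1 ± 1.22 CPM, and Celf5, which encodes an RNA-binding protein, from 1.40 ± 1.08 to 14.6 ± 0.862 CPM. In log2 terms the change was -5.08 for Hmox1 (standard error 0.44, adjusted p = 2.34e-06) and 4.86 for Ces2e (standard error 0.41, adjusted p = 1.76e-06), from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The same test gave an adjusted p of at most 1.0e-04 for the others of these 10 genes. At an adjusted p under 0.05, 2087 genes were higher and 2109 lower of the 11104 tested. With the thresholds of the study, an unadjusted p under 0.05 and a fold change of at least 2, 646 genes were higher and 596 lower. In 49.7% of the tested genes every H/R library lay above or below every control library, where chance gives 10%. Of the genes of the paper's Table S7, 1209 were tested, all 1209 changed in the direction the paper gives, and 1187 passed the study's thresholds here. The other 245 fell under the filter on low counts, and 199 of them averaged under 1 CPM in both groups. Without TMM factors the median log2 fold change of all genes is 0.22 in place of 0.01, and 74.4% of the genes that pass are higher, so every change is relative to the scaling. Some of the largest changes depend on 1 library: the log2 change is 5.80 for Ces2e and 4.20 for Slc16a6 without control replicate 1, 4.41 for Spef1 and 4.01 for Celf5 without control replicate 2, -3.99 for Hspa1b without control replicate 3, and -5.37 for Oasl2 without H/R replicate 1.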

A total of 1454 differentially expressed mRNAs were identified, including 755 genes with increased expression and 699 genes with decreased expression (Additional file 8: Table S7; Fig. 6A, B). The gene symbols of the 20 mRNAs with the most significant differences in expression are shown in Table 3. 

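All 10 lower mRNAs of Table 3 encode proteins of folding or quality control in the ER, and Cyp51 and Acat2 among the 10 higher ones serve cholesterol synthesis. Hsp90b1 (Grp94), an ER chaperone, fell from 23838 ± 1863 CPM in control cells to 2509 ± 228 CPM after H/R (SD, n = 3 libraries each). Hspa5 (BiP), the main ER chaperone of the Hsp70 family, lies on chromosome 2 from 34771970 to 34777547 and fell from 12094 ± 393 to 1512 ± 85.6 CPM. Ccng1, a cyclin gene induced by p53, rose from 356 ± 31.1 to 1218 ± 97.6 CPM.
The log2 fold change of Hspa5 was -3.00 (standard error 0.08, adjusted p = 4.52e-11), from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Calr, the calcium-binding chaperone calreticulin, changed by -2.94 on the log2 scale, Hyou1, an exchange factor for Hspa5, by -3.29 and Creld2 by -3.75. The disulfide isomerase genes Pdia6 and Pdia3 changed by -2.86 and -2.26. Manf, a secreted factor held in the ER, changed by -2.88, and Herpud1, of ER-associated degradation, by -2.69. Among the higher genes, Cyp51, which removes a methyl group from lanosterol, rose from 99.9 ± 12.3 to 369 ± 27.2 CPM. Acat2, an acetyl-CoA acetyltransferase, rose by 2.16 on the log2 scale, the collagen gene Col8a1 by 1.59, Arrdc3, an arrestin-domain gene, by 1.97, Glt8d2 by 2.08, Fstl1 by 1.29 and the aggrecanase Adamts4 by 1.57. The study chose these 20 genes on these samples, so that 10 are higher and 10 lower is not independent evidence.
The wider ER list held 47 tested genes, of which 43 were lower and none was higher at an adjusted p under 0.05 (44 lower when adjusted over the list alone), with a median log2 fold change of -1.31. It passed camera (adjusted p = 3.77e-34) but not when the correlation between its genes was estimated (adjusted p = 0.0924 with an estimated correlation). Its genes held 7.32%, 6.59% and 6.72% of all counts in the control libraries and 1.47%, 1.46% and 1.54% in the H/R libraries. Of 24 tested genes of cholesterol synthesis and uptake, 23 were higher and none was lower (also 23 when adjusted over the list alone), with a median of 1.17. The exception was Ebp, a sterol isomerase, named after its value was seen, at 0.14 (adjusted p = 0.326, the same edgeR test). The cholesterol list passed camera as well (adjusted p = 3.42e-16, and adjusted p = 0.0817 with an estimated correlation).

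**Figure D1:**
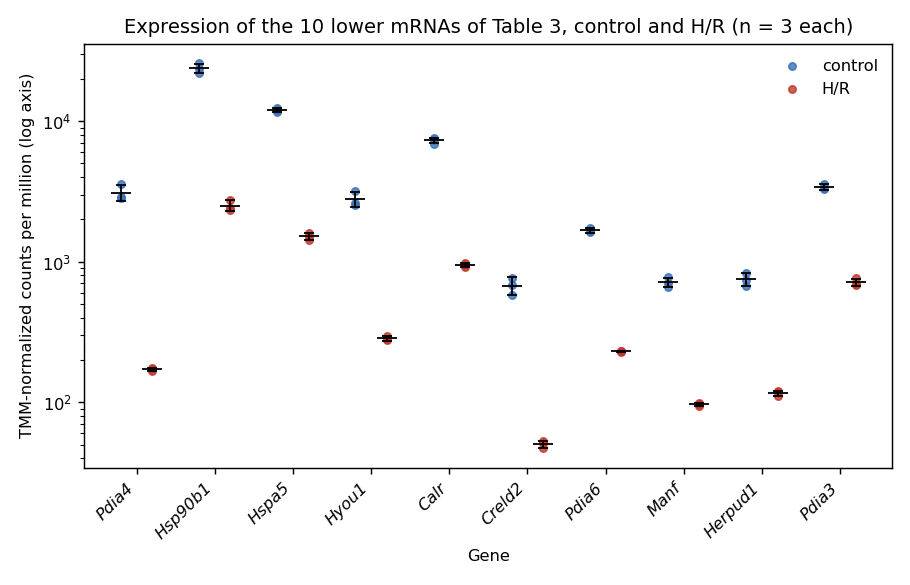
Expression of the 10 lower mRNAs of Table 3 in TMM-normalized CPM on a log axis. Points are single libraries (control and H/R, n = 3 each), long bars are means and short bars ± SD. All 3 H/R libraries of a gene lie below its 3 control libraries.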

1454 differentially expressed mRNAs were enriched in 960 GO terms (Additional file 9: Table S8). The results showed that these mRNAs were closely related to the biological process of cell division, and from the perspective of cell component analysis these mRNAs also played a role in the chromosome structure (Fig. 6C). 

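Genes of mitosis rose together after H/R: of 63 tested genes of the list for G2/M and mitosis, 56 were higher, none was lower and 7 did not pass at an adjusted p under 0.05 (also 56 higher when adjusted over the list alone). When control replicate 1 is left out, 56 are higher and 2 are lower. Gtse1, expressed in the G2 and S phases, went from 15.9 ± 6.60 CPM in control cells to 97.7 ± 9.67 CPM after H/R (SD, n = 3 libraries each). Ttk, the spindle checkpoint kinase, went from 4.96 ± 1.69 to 30.7 ± 5.12 CPM. Prc1, which bundles microtubules of the central spindle, went from 30.9 ± 5.73 to 106 ± 13.7 CPM, and the cytoskeleton-associated Ckap2 from 24.4 ± 4.84 to 99.3 ± 18.8 CPM. Their log2 fold changes were 2.61, 2.62, 1.78 and 2.02, with adjusted p of at most 3.8e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The median log2 fold change of the list was 1.56. Its genes held 0.217%, 0.219% and 0.171% of the counts of the control libraries and 0.449%, 0.475% and 0.520% of those of the H/R libraries. Of the genes that met the study's thresholds, 48 belong to this list, against 7.05 by chance (adjusted p = 6.75e-32, one-sided Fisher's exact test). The list passed camera (adjusted p = 1.48e-20) but not with its own estimate of the correlation between genes (adjusted p = 0.161 with an estimated correlation).
For the components of chromosomes, the histone genes were counted as a group, chosen after its values were seen. Of 56 tested, 35 were higher, 4 were lower and the median log2 fold change was 1.02. Hist1h1b, a linker histone, rose from 11.7 ± 5.20 to 60.1 ± 7.71 CPM, and the core histone genes Hist1h4k and Hist1h2bn rose from 15.8 ± 2.33 to 42.5 ± 6.41 CPM and from 8.55 ± 1.52 to 21.4 ± 1.26 CPM. Copies of histone genes are near-identical and may share reads. In the annotation of the deposited table, also used only after the values were seen, the GO process mitotic nuclear division held 64 genes at the study's thresholds of 245 tested, all 64 of them higher, against 26.9 by chance (adjusted p = 5.01e-08, one-sided Fisher's exact test). Cell division held 70 of 314 (68 higher, 2 lower, adjusted p = 3.76e-06, the same exact test). Among cell components, the nucleosome held 24 of 55 (22 higher, 2 lower, adjusted p = 1.37e-07) and the kinetochore 30 of 104 (29 higher, 1 lower, adjusted p = 2.99e-05), by the same exact test. The extracellular region held 110 of 460 (57 higher, 53 lower, adjusted p = 3.81e-13) and the extracellular space 100 of 464 (62 higher, 38 lower, adjusted p = 3.95e-09), by the same exact test. The ER chaperone complex held 9 of 10, all 9 lower (adjusted p = 2.12e-06, the same exact test).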

For their own molecular functions, they not only play a role related to DNA helicase, but also participate in ATP hydrolysis and cytoskeleton movement (Fig. 6C). 

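More of the tested kinesins were higher than lower after H/R, and so were more of the tested DNA helicases. Kif20a, a kinesin of cytokinesis, went from 8.74 ± 2.00 CPM in control cells to 48.0 ± 9.01 CPM after H/R (SD, n = 3 libraries each), and Cenpe, the kinesin of the kinetochore, from 22.6 ± 7.64 to 101 ± 16.4 CPM. Kifc1 and Kif18b, both kinesins of the spindle, went from 12.2 ± 2.48 to 45.9 ± 4.09 CPM and from 5.92 ± 2.59 to 37.5 ± 1.32 CPM. Rad54l, which acts in recombination, went from 11.3 ± 2.79 to 36.8 ± 2.89 CPM, and Brip1, a helicase that binds Brca1, from 25.0 ± 3.49 to 61.7 ± 9.29 CPM.
Of 33 tested kinesin genes, 18 were higher and 7 were lower at an adjusted p under 0.05 from edgeR's quasi-likelihood test (18 and 9 when adjusted over the list alone). The kinesins that fell include Kif21b, with 93.2 ± 3.44 CPM in control cells and 55.9 ± 7.09 CPM after H/R, Kif3c (log2 fold change -0.56), Kif9 (-1.93) and Kif2a (-0.49). Kif2a no longer passes without scaling factors (adjusted p = 0.0771, edgeR's quasi-likelihood test). Of the kinesins 16 met the study's thresholds, against 3.69 by chance (adjusted p = 5.15e-07, one-sided Fisher's exact test). The median of the kinesins was 0.59, and the list passed camera (adjusted p = 0.00457, and adjusted p = 0.122 with an estimated correlation).
Of 33 tested DNA helicase genes, 19 were higher and 3 were lower (20 and 3 when adjusted over the list alone), with a median of 0.70. Those that fell were Smarcal1, which remodels stalled forks, at 31.1 ± 1.34 and 17.7 ± 0.623 CPM, and the Ku subunits Xrcc6, at 116 ± 19.7 and 74.4 ± 4.84 CPM, and Xrcc5. Xrcc5 changed by -0.32 (adjusted p = 0.0419 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and does not pass without scaling factors (adjusted p = 0.469) or when any library but H/R replicate 3 is left out (adjusted p = 0.0514 to 0.170, the same test). The helicase list held 10 genes at the study's thresholds, against 3.69 by chance (adjusted p = 0.00541, one-sided Fisher's exact test), and passed camera (adjusted p = 1.67e-05, and adjusted p = 0.112 with an estimated correlation). In the annotation of the deposited table, the GO function microtubule motor activity held 17 genes at the study's thresholds of 42 tested, 15 higher and 2 lower (adjusted p = 0.00104, one-sided Fisher's exact test). DNA helicase activity held 4 of 16 and ATPase activity 23 of 135, against 14.9 by chance for ATPase activity, and each had an adjusted p of 1 by the same exact test. The terms and the background of the paper's own analysis may differ from these.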

KEGG analysis showed that these mRNAs were enriched in 17 pathways (Additional file 10: Table S9), all of which are shown in Fig. 6D. Among them, DNA replication and the cell cycle were more prominent. 

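Most of the tested genes of DNA replication and of the G1/S transition were higher after H/R, and none was lower. Mcm4 and Mcm5, subunits of the replicative helicase, went from 75.2 ± 3.29 to 193 ± 21.6 CPM and from 40.5 ± 3.76 to 109 ± 5.95 CPM (SD, n = 3 libraries each). Prim1, the catalytic subunit of primase, went from 45.1 ± 2.96 to 122 ± 14.5 CPM, and the flap endonuclease gene Fen1 from 19.3 ± 3.85 to 56.2 ± 4.93 CPM. Of 34 tested genes of DNA replication, 27 were higher at an adjusted p under 0.05 (29 when adjusted over the list alone), with a median log2 fold change of 0.80. The change of Mcm4 was 1.36 (standard error 0.11, adjusted p = 1.03e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). At the study's thresholds stood 13 of these genes, against 3.80 by chance (adjusted p = 1.10e-04, one-sided Fisher's exact test).
Of 34 tested G1/S cyclins and E2F-regulated genes, 25 were higher (28 when adjusted over the list alone), with a median of 0.96, and 16 met the study's thresholds (adjusted p = 7.48e-07, one-sided Fisher's exact test). Uhrf1, which keeps DNA methylation after replication, went from 55.7 ± 6.05 to 125 ± 5.85 CPM, and the pocket protein gene Rbl1 from 34.1 ± 2.18 to 78.2 ± 8.40 CPM. Ccnd1, the G1 cyclin D1, went from 169 ± 16.6 to 324 ± 14.8 CPM. Of 31 tested genes of homologous recombination, 16 were higher and 1, Abraxas1, was lower (18 and 2 when adjusted over the list alone). Abraxas1 (log2 fold change -0.49) does not pass without scaling factors (adjusted p = 0.112) or without H/R replicate 2 (adjusted p = 0.0651), by edgeR's quasi-likelihood test. Brca1, of that list, rose from 37.5 ± 9.74 to 102 ± 8.99 CPM. Camera gave an adjusted p of 1.74e-10 for replication, 2.52e-10 for G1/S and 1.76e-04 for recombination, and none of them passed when the correlation was estimated (adjusted p = 0.112, 0.106 and 0.195 with an estimated correlation).
The list of CDK inhibitors, of which 5 were tested, held 2 higher and 1 lower (2 and 1 also when adjusted over the list alone) and did not pass limma's camera (adjusted p = 0.321). In it Cdkn1a (p21) rose by 1.72 (adjusted p = 5.85e-06, edgeR's quasi-likelihood test) and Cdkn2a fell from 4.32 ± 0.835 to 0.992 ± 0.291 CPM, while Cdkn2c was 0.59 higher on the log2 scale (adjusted p = 0.0392, edgeR's quasi-likelihood test) and does not pass when any library is left out (adjusted p = 0.0570 to 0.109). Among the KEGG pathways that the deposited table annotates, DNA replication held 13 genes at the study's thresholds of 34 tested, all 13 higher (adjusted p = 0.00583, one-sided Fisher's exact test). Cell cycle held 27 of 117, 23 higher and 4 lower, against 14.4 by chance (adjusted p = 0.0352, the same exact test). Of 281 pathways tested 6 passed, and DNA replication and cell cycle had the largest adjusted p of these. Systemic lupus erythematosus held 29 of 72 (28 higher, adjusted p = 3.89e-07) and Alcoholism 32 of 121 (28 higher, adjusted p = 0.0010), by that exact test. Protein processing in endoplasmic reticulum held 45 of 153 (43 lower, adjusted p = 9.97e-07) and Steroid biosynthesis 10 of 15 (9 higher, adjusted p = 1.18e-04). Homologous recombination held 7 of 27, all 7 higher (adjusted p = 0.409), and did not pass that exact test. Nor did the GO process DNA replication, with 22 of 108, all 22 higher (adjusted p = 0.204). With the higher genes alone both passed the exact test (adjusted p = 0.0262 and 6.21e-05). From its enrichment analysis of these RNA-seq results, the paper turns to the proliferation of NSCs after H/R (Fig. 8).

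**Figure D2:**
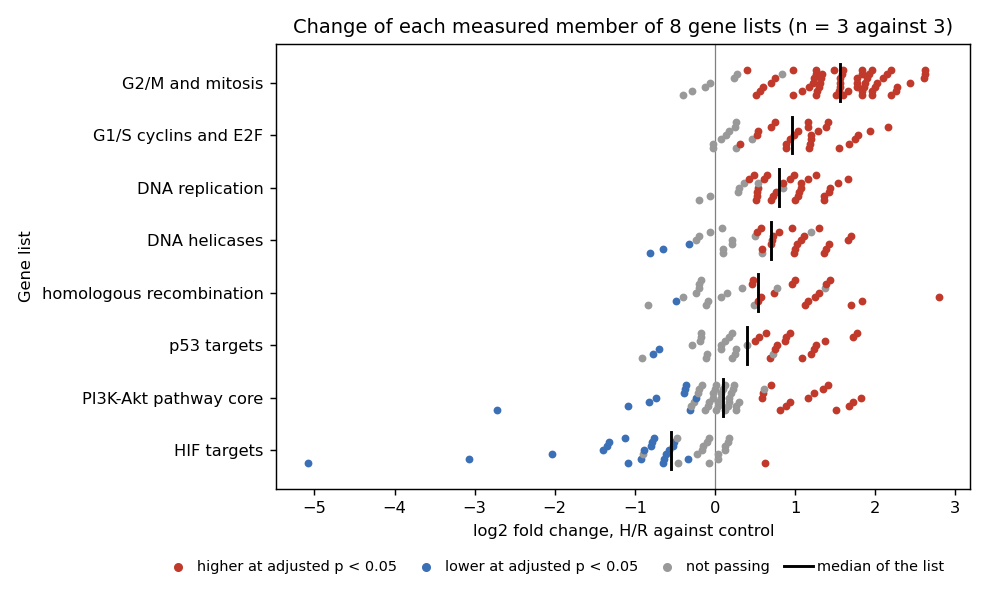
The log2 fold change, H/R against control, of each tested member of 8 gene lists (n = 3 libraries against 3). Red points are higher and blue points lower at an adjusted p under 0.05 from edgeR, gray points did not pass, and black bars are the medians of the lists, from 1.56 for G2/M and mitosis to -0.55 for HIF targets.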

The p53, HIF-1, and PI3K-Akt signaling pathways have also been identified. In addition, we attempted to use the STRING database to identify the parts associated with the key methyltransferase METTL14 among these 1454 differentially expressed mRNAs, as shown in Fig. 6E.

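More of the tested p53 targets were higher than lower after H/R, more of the tested HIF targets were lower than higher, and genes of the PI3K-Akt pathway went both ways. Cdkn1a (p21), the cell cycle inhibitor induced by p53, rose from 18.7 ± 4.28 CPM in control cells to 61.6 ± 5.63 CPM after H/R (SD, n = 3 libraries each). Ndrg1, a gene induced under hypoxia, fell from 464 ± 73.9 to 113 ± 4.10 CPM, and the hexokinase gene Hk2 from 145 ± 10.1 to 57.1 ± 1.06 CPM. In the PI3K-Akt pathway, the regulatory subunit gene Pik3r3 rose from 26.3 ± 3.52 to 75.2 ± 5.70 CPM, and Vegfa, a growth factor also induced by HIF, fell from 256 ± 27.7 to 121 ± 5.83 CPM.
Of 35 tested p53 targets, 16 were higher and 2 were lower at an adjusted p under 0.05 (18 and 2 when adjusted over the list alone), with a median log2 fold change of 0.40 (0.61 without scaling factors, and 0.21 with offsets for transcript length and GC content, an alternative added after the values were seen). The change of Cdkn1a was 1.72 (standard error 0.17, adjusted p = 5.85e-06) from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Trp53inp1, which acts in p53-dependent stress responses, rose from 127 ± 2.81 to 329 ± 31.6 CPM and Phlda3, an inhibitor of Akt, from 44.0 ± 1.24 to 104 ± 3.64 CPM. The growth arrest gene Gadd45a fell from 204 ± 19.7 to 119.7 ± 3.55 CPM and Rrm2b, a subunit of ribonucleotide reductase, from 76.6 ± 8.00 to 47.2 ± 1.97 CPM. The pro-apoptotic genes Bax and Bbc3, named after their values were seen, had log2 fold changes of 0.40 (adjusted p = 0.0612) and 0.07 (adjusted p = 0.867), by the same edgeR test. Camera gave an adjusted p of 5.93e-05 for the p53 list, and adjusted p = 0.0817 with an estimated correlation.
Of 36 tested HIF targets, 20 were lower and 1, the oxygen sensor gene Egln1, was higher (21 and 1 when adjusted over the list alone), with a median of -0.55 (-0.34 without scaling factors). Egln1 went from 61.8 ± 4.28 to 95.0 ± 5.52 CPM. Aldoc, an aldolase of glycolysis, fell from 124 ± 47.7 to 14.8 ± 1.95 CPM. The HIF list passed camera (adjusted p = 3.49e-07, and adjusted p = 0.106 with an estimated correlation).
Of 53 tested genes of the PI3K-Akt core, 14 were higher and 9 were lower (15 and 10 when adjusted over the list alone), with a median of 0.10, and without scaling factors 28 were higher and 4 lower, with a median of 0.31. Kitl, the ligand of Kit, rose from 53.5 ± 3.25 to 125 ± 13.4 CPM. Eif4ebp1, a repressor of translation, fell from 148 ± 3.92 to 88.8 ± 8.29 CPM, the hormone gene Fgf21 from 8.65 ± 2.38 to 1.30 ± 0.324 CPM, and Tsc1 by 0.82 on the log2 scale. The PI3K-Akt list did not pass camera (adjusted p = 0.125), but passed with DESeq2 (adjusted p = 0.0479), with edgeR's exact test (adjusted p = 0.0392) and without scaling factors (adjusted p = 0.0269), with adjusted p = 0.394 with an estimated correlation.
At the study's thresholds stood 7 p53 targets against 3.91 by chance (adjusted p = 0.154), 8 HIF targets against 4.03 (adjusted p = 0.0868) and 10 genes of PI3K-Akt against 5.93 (adjusted p = 0.121), by one-sided Fisher's exact tests. In the KEGG annotation of the deposited table, the p53 signaling pathway held 15 genes at these thresholds of 58 tested, 13 higher and 2 lower (adjusted p = 0.128, the same exact test). The HIF-1 pathway held 14 of 88 (adjusted p = 0.732) and the PI3K-Akt pathway 34 of 216, 17 higher and 17 lower (adjusted p = 0.626), by the same exact test. With the higher genes alone, the p53 pathway gave an adjusted p of 0.00161 by that exact test.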

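Of the 10 genes in the METTL14 network, 5 were higher and 4 were lower after H/R, and Mettl14 itself did not pass the test. Mettl14, the RNA-binding subunit of the m6A methyltransferase, lies on chromosome 3 from 123368297 to 123386108, with 29.1 ± 3.28 CPM in control cells and 26.7 ± 3.71 CPM after H/R (SD, n = 3 libraries each). Its log2 fold change was -0.13 (standard error 0.16, adjusted p = 0.571 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Aurka, the mitotic aurora kinase A, rose from 4.61 ± 3.00 to 18.2 ± 0.688 CPM, Foxm1, a transcription factor of G2/M genes, from 16.1 ± 11.0 to 48.0 ± 1.80 CPM, and the zinc finger gene Zc3h4 from 40.3 ± 4.39 to 87.3 ± 1.31 CPM.
The change was 1.96 for Aurka (standard error 0.34, adjusted p = 6.1e-04) and 1.56 for Foxm1 (standard error 0.34, adjusted p = 0.00273) by the same edgeR test, 2.58 for Aurka without control replicate 1 and 2.19 for Foxm1 without control replicate 2. The histone H3 genes Hist1h3g (H3c8) and Hist1h3f (H3c7) were also higher, by 2.30 (adjusted p = 0.0143) and 0.68 (adjusted p = 0.0364) on the log2 scale from edgeR's quasi-likelihood test. Hist1h3g had 0.915 ± 1.13 CPM in control cells, changes by 4.02 without control replicate 2 and does not pass without H/R replicate 1 (adjusted p = 0.0613), while Hist1h3f is lost when any library but control replicate 1 is left out (adjusted p = 0.0513 to 0.126, edgeR).
Mettl1, a methyltransferase of tRNA, fell from 28.5 ± 7.04 to 11.9 ± 1.65 CPM and Nsun4, a methyltransferase of mitochondrial ribosomal RNA, from 14.8 ± 2.92 to 7.11 ± 0.509 CPM. Rbm15b, an adaptor of the m6A writer complex, fell from 36.1 ± 10.1 to 17.2 ± 2.17 CPM. It lies inside the annotated span of Manf, on the same strand. Hrsp12 (Rida), an imine deaminase, fell from 19.1 ± 6.54 to 8.73 ± 2.56 CPM. The paper draws the network from differentially expressed genes of these samples, although the symbol Hist1h3f is not in its Table S7, so the counts are not independent evidence (5 higher and 4 lower also when adjusted over the list alone, adjusted p = 0.813 from limma's camera).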

**Fig. 6:**
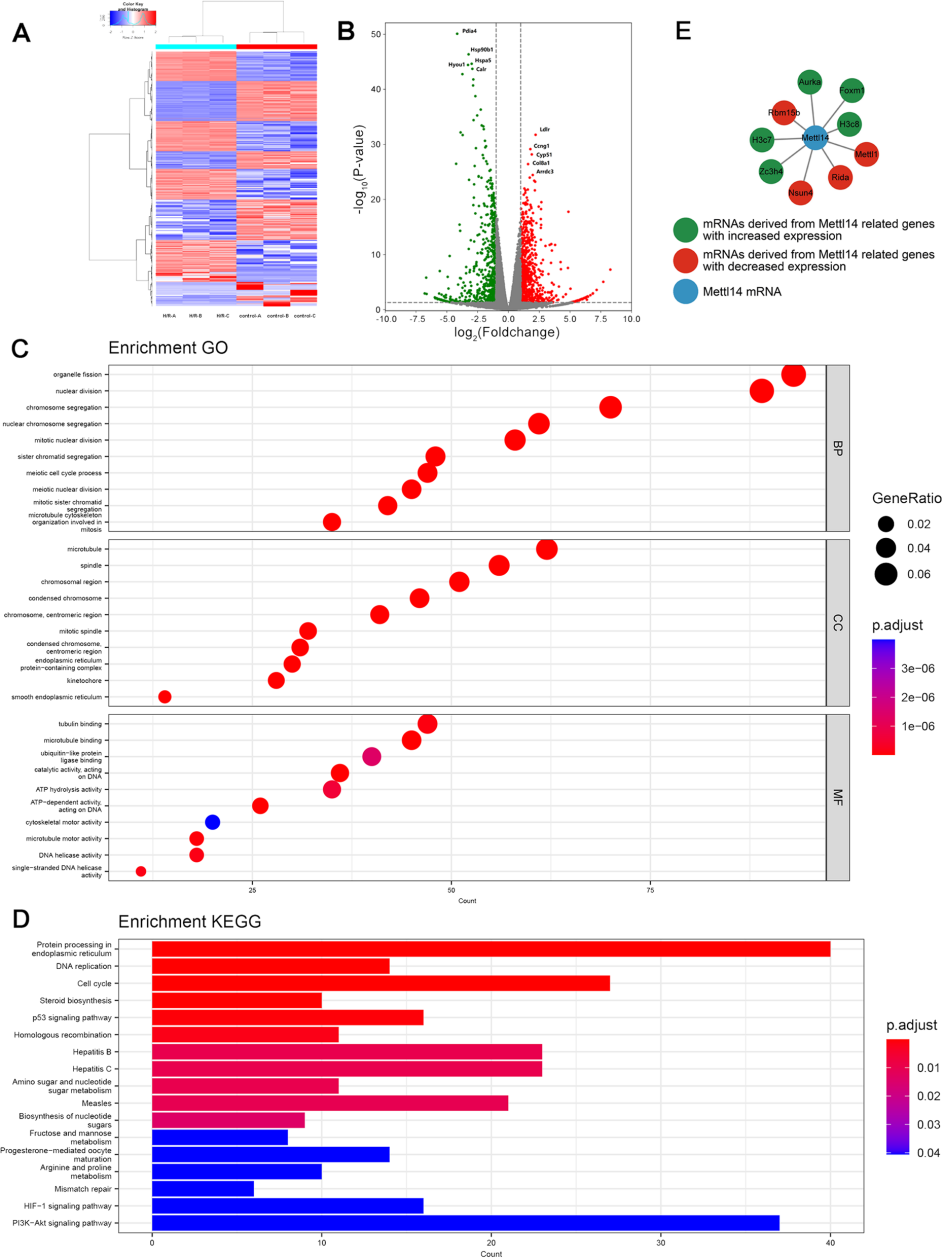
Difference of mRNA expression between control group and H/R group. **A** Heat map showing the difference of mRNA expression of samples in control group and H/R group. **B** Volcanic plot showing mRNAs with significantly up-regulated (red) and down-regulated (green) expression (Foldchange cutoff was 2, *P* value cutoff was 0.05). **C**, **D** GO and KEGG analysis of the source genes of mRNAs with differential expression. **E** Differentially expressed genes associated with methyltransferase METTL14 from the STRING database

**Table 3:** The top 20 mRNAs with the most significant difference in expression based on *P* value

mRNA	*P* value	Log_2_(Foldchange)	Regulation
*Ldlr*	1.83434E−32	2.207904365	Up
*Ccng1*	7.23984E−30	1.786140865	Up
*Cyp51*	6.80734E−29	1.896848422	Up
*Col8a1*	3.76642E−27	1.597776827	Up
*Arrdc3*	3.68915E−25	1.978763327	Up
*Dhcr24*	1.09436E−24	1.733040131	Up
*Glt8d2*	3.94714E−24	2.095644657	Up
*Acat2*	6.01479E−24	2.176427662	Up
*Fstl1*	1.03499E−22	1.301807839	Up
*Adamts4*	1.62531E−22	1.578441346	Up
*Pdia4*	8.62605E−51	− 4.15748117	Down
*Hsp90b1*	4.71166E−47	− 3.235316509	Down
*Hspa5*	2.42181E−45	− 2.987004814	Down
*Hyou1*	3.96329E−45	− 3.277397079	Down
*Calr*	1.98337E−44	− 2.924661366	Down
*Creld2*	1.83504E−43	− 3.736802324	Down
*Pdia6*	1.69019E−42	− 2.851637855	Down
*Manf*	2.08717E−41	− 2.86686964	Down
*Herpud1*	1.76854E−39	− 2.679299641	Down
*Pdia3*	4.9069E−37	− 2.245702844	Down

### Joint analysis of mRNA m^6^A methylation and expression differences after H/R treatment

Differentially methylated and differentially expressed mRNAs were analyzed. A total of 1068 methylation peaks and their mRNA expression were upregulated, and 767 were downregulated. Six methylation peaks were upregulated, and their mRNA expression levels were downregulated, whereas 98 methylation peaks were downregulated, and their mRNA expression levels were upregulated. Therefore, after joint analysis and duplication according to the gene symbols, there were 408 mRNAs with both m^6^A methylation and expression upregulated, 387 with both downregulated, 6 with m^6^A methylation upregulated and expression downregulated, and 77 with m^6^A methylation downregulated and expression upregulated (Additional file 11: Table S10, Fig. 7A, B). 

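The RNA libraries give the expression side of these classes, with the m6A class taken from the paper's table. Among mRNAs with both m6A methylation and expression upregulated in the paper, 394 were tested, and the median log2 fold change after H/R was 1.41 (n = 3 libraries each). Of these, 384 were higher at an adjusted p under 0.05 and 386 met the study's thresholds. Among those with both downregulated, 336 were tested with a median of -1.54, 315 were lower at an adjusted p under 0.05 and 332 met the study's thresholds. With m6A methylation downregulated and expression upregulated, 46 were tested with a median of 1.70, and 43 were higher at an adjusted p under 0.05. With m6A methylation upregulated and expression downregulated, 3 were tested, named here after their values were seen. Slc20a1, a phosphate transporter, fell from 298 ± 18.7 to 110 ± 3.82 CPM and Txndc11, a thioredoxin-domain protein of the ER, from 87.8 ± 16.5 to 36.6 ± 2.74 CPM (SD, n = 3). Their log2 fold changes were -1.43 (adjusted p = 1.50e-07) and -1.26 (adjusted p = 1.66e-05) from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Slc12a5, a potassium-chloride cotransporter, had 3.83 ± 1.88 and 1.63 ± 0.195 CPM and did not pass the adjusted test (adjusted p = 0.0797, edgeR). The other members of that class, Ankrd66, Crhbp and Cspg4, fell under the filter on low counts. A gene with m6A sites of both kinds stands in 2 classes, as do 19 of the 760 different genes tested. Counting each gene once, 410 were higher and 316 lower at an adjusted p under 0.05. The study chose these genes on these samples, so their direction here is not independent evidence. At the study's thresholds stood 46 of the mRNAs with m6A methylation downregulated and expression upregulated and 3 of those with the opposite pair, and with no filter on low counts 76 and 5.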

We performed GO and KEGG analyses on mRNAs with both m^6^A methylation and expression changes (Additional files 12, 13: Tables S11, S12, Fig. 7C, D). Consistent with previous enrichment analyses, most of these genes were enriched in terms related to cell division. In addition, we mapped the PPI network to show the relationship between genes that exhibited changes in both m^6^A methylation and expression levels (Fig. 7E). 

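Lists of cell division, ER chaperones, interferon and cholesterol were each found more often among the jointly changed mRNAs tested here than chance gives from all tested genes. The list of G2/M and mitosis had 39 members among them, against 4.31 by chance (adjusted p = 1.51e-28, one-sided Fisher's exact test on all tested genes). The kinesins had 13, against 2.26 (adjusted p = 5.37e-07), and the G1/S genes 11, against 2.33 (adjusted p = 3.29e-05), by the same exact test. Genes of ER chaperones and degradation numbered 30, against 3.22 (adjusted p = 9.26e-23), and interferon response genes 17, against 2.60 (adjusted p = 7.60e-10), by the same exact test. For ATF4 and amino acid stress the exact test gave 13 genes, against 2.74 (adjusted p = 6.16e-06), and for cholesterol synthesis and uptake 10, against 1.64 (adjusted p = 6.69e-06).
Homologous recombination had 7 genes, against 2.12 (adjusted p = 0.0109), and DNA helicases 7, against 2.26 (adjusted p = 0.0145), by that exact test. The PI3K-Akt core had 10, against 3.63 (adjusted p = 0.00871, the same exact test). Of genes of DNA replication 6 were jointly changed, against 2.33 (adjusted p = 0.0540), of p53 targets 6, against 2.40 (adjusted p = 0.0576), and of HIF targets 5, against 2.46 (adjusted p = 0.149), so that these lists did not pass the exact test. The jointly changed mRNAs were chosen by the study on these samples, and their m6A class comes from the paper. All of them are differentially expressed in the paper, while the background was all tested genes. These counts therefore cannot separate a link to m6A from the change in expression. Genes can belong to more than 1 list: Cdk1, Mki67 and Top2a belong to G2/M and mitosis, and Rrm2 and Ccna2 to G1/S.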

According to MCODE analysis, we screened 25 hub gene clusters (Additional file 14: Table S13) and identified three gene clusters with the highest scores (Fig. 7F). In addition, based on the 12 algorithms of cytoHubba, we identified that cyclin-dependent kinase 1 (*Cdk1*), marker of promotion Ki-67 (*Mki67*), DNA topoisomerase II alpha (*Top2a*), aurora kinase B (*Aurkb*), cyclin B2 (*Ccnb2*), ribbon reduce regulatory bundle M2 (*Rrm2*), and cyclin A2 (*Ccna2*) were the most common hub genes (Table 4).

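The ER and interferon clusters of Fig. 7F were mostly lower after H/R. Ddit3 (Chop), a transcription factor of ER stress, fell from 542 ± 169 CPM in control cells to 59.4 ± 5.31 CPM after H/R (SD, n = 3 libraries each). Xbp1, another transcription factor of the unfolded protein response, fell from 30.4 ± 1.71 to 9.78 ± 2.58 CPM, and Ppp1r15a (Gadd34), which restores translation under stress, from 377 ± 121 to 91.2 ± 1.33 CPM. Stat2 and Irf9, which together carry the signal of type I interferon to the nucleus, fell from 159.7 ± 24.2 to 53.6 ± 1.47 CPM and from 39.1 ± 2.92 to 8.37 ± 1.21 CPM. Bst2 (tetherin), which holds back budding viruses, fell from 78.4 ± 11.7 to 11.6 ± 1.85 CPM.
In the ER cluster 24 genes are listed and all 24 were tested: 23 were lower and 1 was higher at an adjusted p under 0.05 from edgeR's quasi-likelihood test. In the interferon cluster 23 genes are listed and 20 were tested: 16 were lower and 4 were higher. The higher ones were the mismatch repair gene Msh6, from 114 ± 8.98 to 248 ± 16.8 CPM, Atad5, which unloads PCNA, from 38.6 ± 11.1 to 97.1 ± 6.09 CPM, the nuclease and helicase gene Dna2, from 2.58 ± 1.02 to 8.09 ± 1.18 CPM, and the interferon-induced guanylate-binding protein gene Gbp2, from 8.11 ± 1.58 to 18.7 ± 0.457 CPM. Members of both clusters named here, apart from those of the fixed lists, were chosen after their values were seen. The study chose all of them on these samples, so their direction is not independent evidence. The list of the cluster with the highest score breaks off in the available table, so it was not tested as a set; all 57 of the genes that can be read there were higher.
In the fixed interferon list, 38 genes were tested, 25 were lower and 3 were higher (26 and 4 when adjusted over the list alone), with a median log2 fold change of -1.08. Besides Gbp2, the higher ones were the peptide transporter gene Tap1 (0.98) and Nlrc5, an activator of MHC class I genes (0.94). The counts were 20 lower and 6 higher without scaling factors, with a median of -0.87. Nlrc5 passes by little (adjusted p = 0.0489, edgeR's quasi-likelihood test) and does not pass with RLE size factors (adjusted p = 0.0516) or when any library but control replicate 3 is left out (adjusted p = 0.0645 to 0.152). The list passed camera (adjusted p = 1.63e-07, and adjusted p = 0.0924 with an estimated correlation), and 22 of its genes met the study's thresholds, against 4.25 by chance (adjusted p = 2.90e-11, one-sided Fisher's exact test).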

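All 7 hub genes were higher after H/R. Cdk1, the kinase that drives entry into mitosis, lies on chromosome 10 from 69335146 to 69352938 and rose from 49.4 ± 11.2 CPM in control cells to 119 ± 3.29 CPM after H/R (SD, n = 3 libraries each). Mki67, the proliferation marker Ki-67 (chromosome 7, 135689784 to 135716361), rose from 107 ± 35.3 to 315 ± 23.8 CPM. Rrm2, a subunit of ribonucleotide reductase, which makes deoxyribonucleotides (chromosome 12, 24708241 to 24714146), rose from 17.5 ± 5.59 to 78.7 ± 10.6 CPM. Top2a, which untangles DNA (chromosome 11, 98992943 to 99024189), rose from 179 ± 56.5 to 435 ± 33.7 CPM.
Aurkb, a kinase of the chromosomal passenger complex (chromosome 11, 69045647 to 69051664), rose from 9.16 ± 4.30 to 33.1 ± 2.20 CPM. Of the cyclins, Ccna2 (chromosome 3, 36564865 to 36572150) rose from 23.2 ± 12.6 to 78.3 ± 12.2 CPM and Ccnb2 (chromosome 9, 70407692 to 70421547) from 3.62 ± 1.60 to 11.6 ± 1.37 CPM. The log2 fold changes were 2.16 for Rrm2 (standard error 0.20, adjusted p = 3.7e-06), 1.84 for Aurkb (0.27, 1.8e-04), 1.74 for Ccna2 (0.30, 5.8e-04) and 1.66 for Ccnb2 (0.33, 0.00146), from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. By the same edgeR test they were 1.56 for Mki67 (0.19, adjusted p = 3.3e-05), 1.28 for Top2a (0.18, 1.2e-04) and 1.26 for Cdk1 (0.14, 2.0e-05). Every H/R library lay above every control library for each of the 7. Control replicate 3 had the lowest control level of each. The study chose the 7 genes on these samples, so that all 7 are higher is not independent evidence (also 7 when adjusted over the list alone). As a set they passed camera (adjusted p = 2.4e-05, and adjusted p = 0.316 with an estimated correlation).

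**Figure D3:**
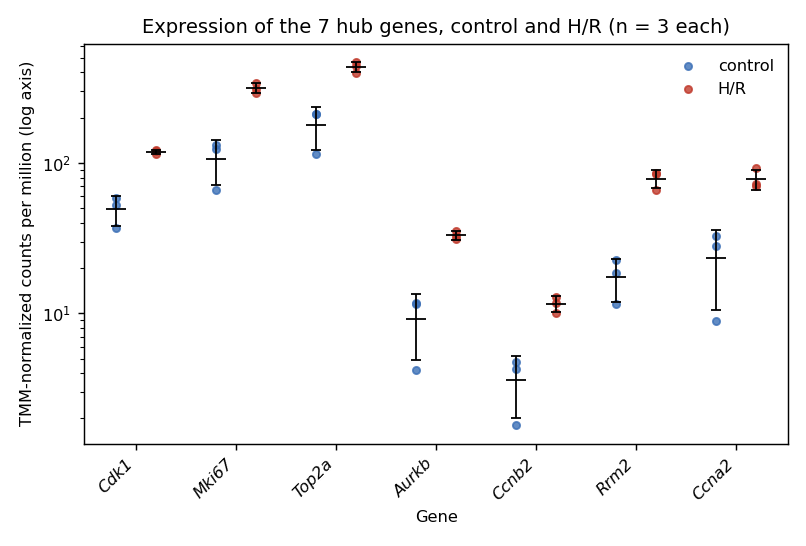
Expression of the 7 hub genes in TMM-normalized CPM on a log axis. Points are single libraries (control and H/R, n = 3 each), long bars are means and short bars ± SD, and the lowest control point of each gene is control replicate 3.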

**Fig. 7:**
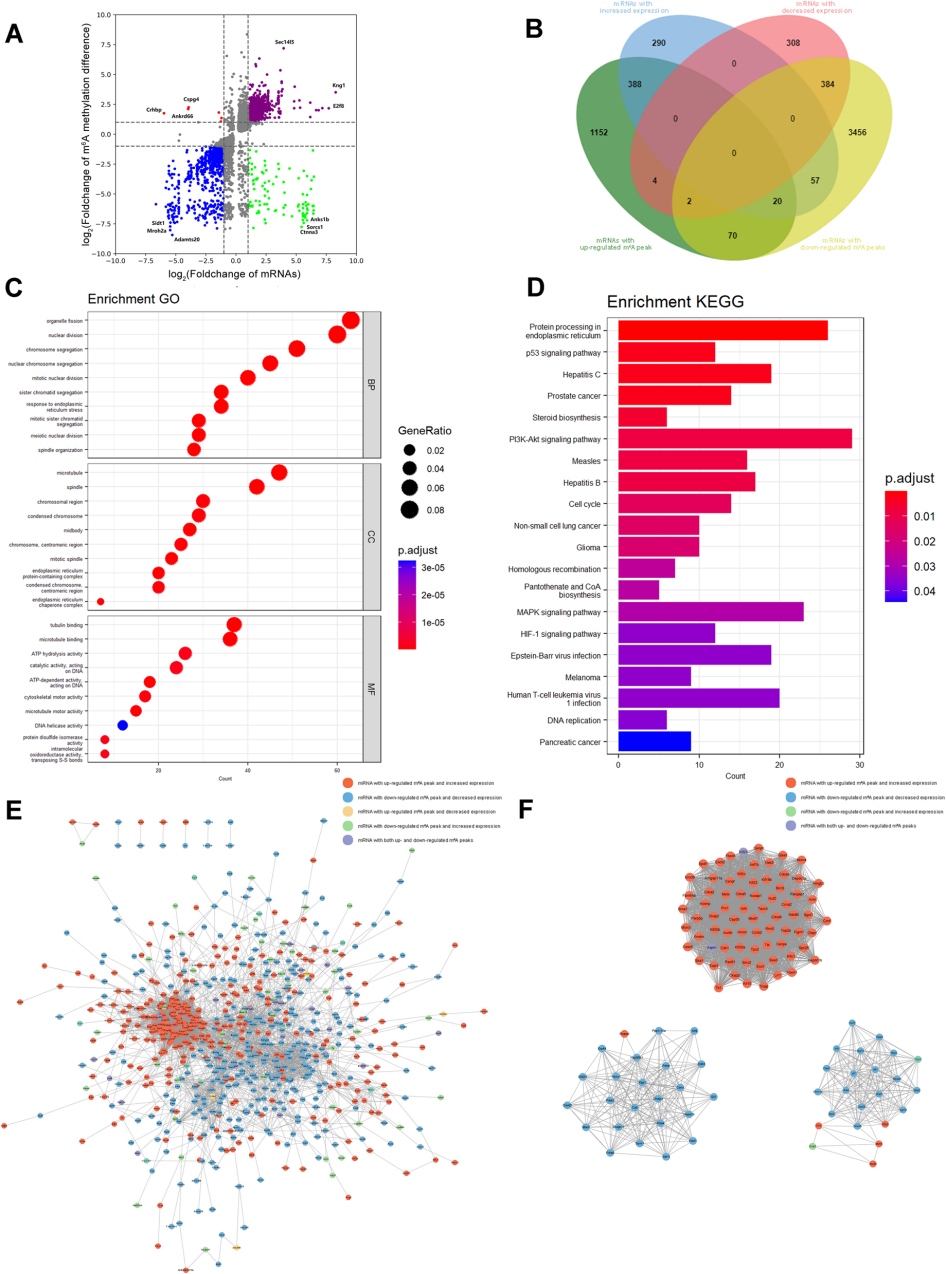
Joint analysis of mRNAs with m^6^A methylation difference and expression difference. **A** Four quadrant plot showing mRNAs with both m^6^A methylation difference and expression difference. **B** Venn plot showing the number of mRNAs with both m^6^A methylation difference and expression difference. **C**, **D** GO and KEGG analysis of the source genes of mRNAs with both m^6^A methylation difference and expression difference. **E** PPI network showing the interactions between mRNAs encoding proteins with both m^6^A methylation differences and expression differences. **F** Three clusters with the highest score in PPI network

**Table 4:** The top 20 hub genes identified by 12 algorithms based on cytoHubba analysis

MCC	DMNC	MNC	Degree	EPC	BottleNeck	EcCentricity	Closeness	Radiality	Betweenness	Stress	ClusteringCoefficient
*Rbl1*	*Spdl1*	*Cdk1*	*Cdk1*	*Cdca8*	*Cdk1*	*Cdk1*	*Brca1*	*Brca1*	*Brca1*	*Brca1*	*Mtfr2*
*Psrc1*	*Fam64a*	*Aurkb*	*Brca1*	*Kif20a*	*Mki67*	*Mki67*	*Mki67*	*Mki67*	*Mki67*	*Mki67*	*Zyg11b*
*E2f7*	*Spc25*	*Brca1*	*Aurkb*	*Kif4*	*Stat1*	*Stat1*	*Cdk1*	*Cdk1*	*Stat1*	*Stat1*	*Trim34a*
*Mtfr2*	*Knstrn*	*Mki67*	*Mki67*	*Rrm2*	*Fos*	*Fos*	*Aurkb*	*Hspa1b*	*Fos*	*Cdk1*	*Kif24*
*E2f2*	*Mastl*	*Ccna2*	*Ccna2*	*Brca1*	*Vegfa*	*Vegfa*	*Ccna2*	*Ccna2*	*Cdk1*	*Hspa1b*	*Fgfbp1*
*Brip1*	*Gsg2*	*Top2a*	*Top2a*	*Tpx2*	*Hspa1b*	*Hspa1b*	*Top2a*	*Aurkb*	*Hspa1b*	*Fos*	*Oscar*
*Polq*	*Ska1*	*Cdca8*	*Ccnb2*	*Cdca5*	*Ddx58*	*Atf4*	*Ccnb2*	*Top2a*	*Hsp90b1*	*Hsp90b1*	*Angpt4*
*Cdk6*	*Ckap2l*	*Ccnb2*	*Cdca8*	*Kif23*	*Mapt*	*Hyou1*	*Exo1*	*Stat1*	*Mapt*	*Vegfa*	*Sp110*
*Tk1*	*Ckap2*	*Mcm3*	*Mcm3*	*Kif2c*	*Atf4*	*Vdr*	*Rrm2*	*Ccnb2*	*Vegfa*	*Aurkb*	*Tubb4b-ps1*
*Pola2*	*Ska3*	*Exo1*	*Rrm2*	*Ccna2*	*Hyou1*	*Eprs*	*Mcm3*	*Hsp90b1*	*Pik3r3*	*Nfkbia*	*Pnp*
*Mybl2*	*Nusap1*	*Cdca5*	*Exo1*	*Aurkb*	*Vdr*	*Rrm2*	*Rad51*	*Fos*	*Eprs*	*Top2a*	*Slc8a2*
*Rpa2*	*Depdc1a*	*Rad51*	*Cdca5*	*Cdca2*	*Eprs*	*Top2a*	*Cdca8*	*Exo1*	*Rnasel*	*E2f7*	*Klra4*
*Mcm10*	*Troap*	*Kif2c*	*Rad51*	*Rad51*	*Rrm2*	*Rnasel*	*Birc5*	*Rrm2*	*Top2a*	*Pik3r3*	*Arrdc3*
*E2f8*	*Fbxo5*	*Ttk*	*Kif2c*	*Ttk*	*Top2a*	*Ccnb2*	*Melk*	*Nfkbia*	*Nfkbia*	*Mapt*	*Selplg*
*Eme1*	*Tacc3*	*Ndc80*	*Ttk*	*Cep55*	*Rnasel*	*Cdkn1a*	*Ttk*	*Igf1*	*Ldlr*	*Rnasel*	*Nlrp6*
*Aunip*	*Depdc1b*	*Rrm2*	*Ndc80*	*Asf1b*	*Ldlr*	*Smc2*	*Foxm1*	*Vegfa*	*Kitl*	*Exo1*	*Patz1*
*Lmnb1*	*Fignl1*	*Melk*	*Melk*	*Prc1*	*Sspo*	*Hmox1*	*Cdca5*	*Mcm3*	*Aurkb*	*Ccna2*	*Ddx59*
*Chaf1a*	*Anln*	*Birc5*	*Birc5*	*Cenpf*	*Ccnb2*	*Racgap1*	*Tpx2*	*Rad51*	*Igf1*	*Igf1*	*Zbtb14*
*Tcf19*	*Fam83d*	*Kif20a*	*Kif20a*	*Mcm3*	*Lrr1*	*Xbp1*	*Kif2c*	*Birc5*	*Atf4*	*Canx*	*Bahcc1*
*Dsn1*	*Kifc1*	*Kif4*	*Kif4*	*Cdk1*	*Cdkn1a*	*Pik3r3*	*Kif4*	*Foxm1*	*Aldh18a1*	*Ccnb2*	*Cd93*

### Knockdown of *Mettl14* inhibited the proliferation of NSCs

Based on enrichment analysis of the RNA-seq results, we verified the proliferation of NSCs after H/R. The results of the joint analysis also showed that changes in m^6^A methylation of some mRNAs were related to proliferation. After H/R treatment, the viability of NSCs increased (*P* = 0.0038, Foldchange = 1.3225) (Fig. 8A), and the number of EdU-positive cells increased (*P* = 0.0012, Foldchange = 1.7712) (Fig. 8B). However, when *Mettl14* was knockdown, these trends were reversed (*P* = 0.0007 and *P* = 0.0008, respectively) (Fig. 8A, B). In addition, mouse primary NSCs were extracted and identified for cell spheroidization experiments (Fig. 8C, D). Compared with the control group, the geometric average diameter of neurospheres in the H/R group significantly increased (*P* = 0.0015, Foldchange = 1.3429), and this trend was eliminated after knocking down *Mettl14* (*P* = 0.0007) (Fig. 8E).

**Fig. 8:**
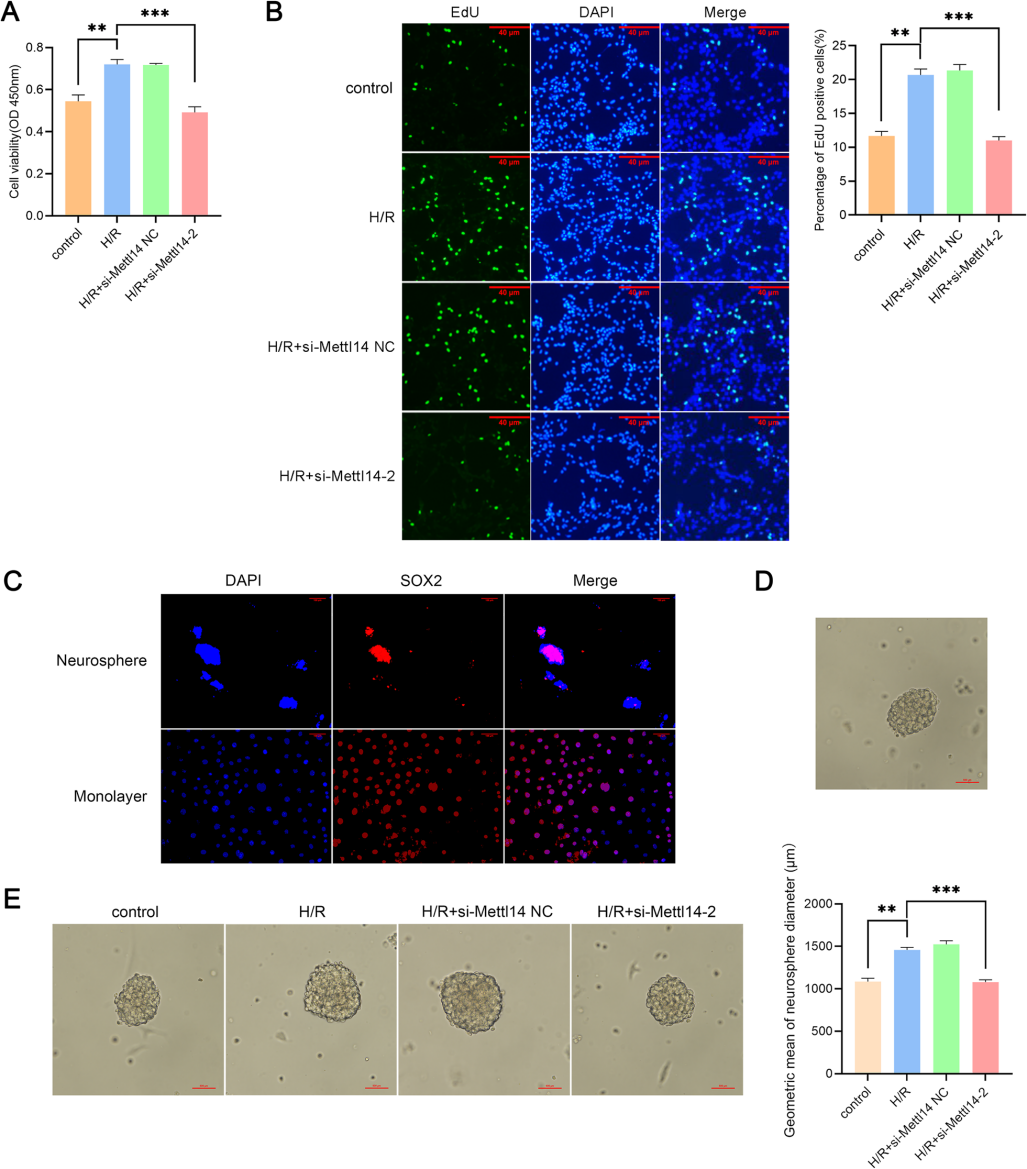
Knockdown of *Mettl14* inhibited the proliferation of NSCs after H/R. **A** Detection of the cell viability of NSCs that undergo H/R treatment after *Mettl14* knockdown by CCK-8 assay (n = 3). **P < 0.01; ***P < 0.001. **B** The EdU-positive cells in NSCs treated with H/R after *Mettl14* knockdown were observed by immunofluorescence staining (n = 3). Scale bar = 40 μm. **P < 0.01; ***P < 0.001. **C** NSCs in suspended and adherent states. **D** The cell spheroidizing ability of NSCs. **E** Detection of the geometric mean diameter of neurosphere that undergo H/R treatment after *Mettl14* knockdown by cell spheroidization assay (n = 3). **P < 0.01; ***P < 0.001. The data are presented as the mean ± SEM

## Discussion

Ischemia–reperfusion injury of the nervous system often causes serious complications, such as hemiplegia after ischemic stroke and paraplegia after spinal cord blood supply is blocked during aortic surgery [3, 27]. A number of recent studies have reported on therapeutic strategies and molecular mechanisms to promote nerve repair after ischemia–reperfusion injury, among which activating endogenous NSCs seems most promising in terms of avoiding immune rejection and other aspects [11, 12]. In addition, because of the universality and reversibility of mRNA m^6^A methylation in eukaryotes, its role in various pathophysiological processes has attracted attention. In this study, NSCs were treated with H/R in vitro to simulate the activation of endogenous NSCs following ischemia–reperfusion injury in vivo. We found that after experiencing H/R, the m^6^A methylation modification level of mRNAs in NSCs significantly changed, and *Mettl14* mRNA expression levels were affected by H/R, indicating that *Mettl14* plays a key role in m^6^A methylation of mRNA in NSCs after H/R. Next, we innovatively implemented MeRIP-Seq and RNA-seq simultaneously, explored the effects of m^6^A methylation modification and mRNA expression changes on the biological activities of NSCs after H/R, and verified the endogenous proliferation and migration of NSCs after ischemia–reperfusion injury using bioinformatics analysis. In addition, we identified mRNAs with altered expression due to the change in m^6^A methylation after H/R and identified hub genes.

As a widely studied methyltransferase*, Mettl14* could affect cell proliferation by regulating m^6^A methylation modification of forkhead box O 3a (*Foxo3a*) [28]. In a study of carotid atherosclerosis, a common cause of ischemic stroke, *Mettl14* increased the m^6^A methylation of *Foxo1* mRNA, which promoted *Foxo1* translation and transcription factor activity to increase endothelial inflammation [29]. In embryonic NSCs, knockout of *Mettl14* led to changes in histone modification across the whole genome, thus affecting gene expression and reducing the proliferation of NSCs [19]. *Mettl14* was also shown to be an essential factor for axonal regeneration of dorsal root ganglion neurons [30]. It has been suggested that the m^6^A methylation level of mRNAs in NSCs might increase after H/R. In this study, of the five methyltransferases or demethylases tested, *Mettl14* was the only one with different expression levels in NSCs after H/R. The sequencing results showed that the number of mRNA peaks in the H/R group was significantly higher than that in the control group, which also supports this view (Fig. 2D). The results of previous studies and the present study indicate that m^6^A methylation can regulate the proliferation of NSCs [18, 19]. Therefore, we speculated that *Mettl14* plays an important role in the H/R-mediated activation of NSCs. Subsequent experiments also confirmed that *Mettl14* was involved in the migration and proliferation of NSCs after H/R. Future research should continue to focus on mRNA targets that undergo *Mettl14*-promoted m^6^A methylation to further reveal the molecular mechanism of endogenous NSC activation.

It has been reported that after cerebral ischemia–reperfusion injury, NSCs are endogenously activated and proliferate [14–17]. Undoubtedly, cell proliferation is a prerequisite for subsequent nerve repair. In this study, we discovered mRNAs whose expression levels change with the methylation of m^6^A after the joint analysis of MeRIP-seq and RNA-seq results. Enrichment analysis of these genes showed that they were significantly related to cell division. We then analyzed and identified the seven most common hub genes. *Cdk1*, *Ccnb2*, and *Ccna2* are considered the core components of the cell cycle regulation system. A previous study showed that *Cdk1* could be regulated by histone deacetylase 3, controlling G2/M phase progression and mitosis of NSCs [31], and knockout of *Ccna2* could cause abnormal DNA repair [32]. *Aurkb* is a serine/threonine kinase that is essential for G2/M phase transition [33]. *Mki67* encodes a nuclear protein related to cell proliferation that can be used as a marker of cell proliferation, and *Top2a* encodes an enzyme protein closely related to cell proliferation, apoptosis, and mitosis [34, 35]. A study showed that *Top2a* can be used as a characteristic gene to distinguish NSCs from astrocytes [36]. However, there are few studies on the regulation of NSC proliferation by these seven hub genes, and further exploration is needed in the future.

Neural repair is a complex process, and the observation of endogenous proliferation of NSCs alone does not represent the neural repair process. The migration of NSCs to the injured site and differentiation to replace injured neurons are the next steps to complete nerve repair [37, 38]. 

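Of the jointly changed mRNAs tested in the RNA libraries, 4 belong to the list of extracellular matrix and integrin genes, against 2.53 by chance (adjusted p = 0.331), and 1 to the list of synapse genes, against 1.16 (adjusted p = 0.804), by one-sided Fisher's exact tests. Over all tested genes, members of the matrix and integrin list went both ways after H/R. Spp1 (osteopontin) rose from 148 ± 10.3 CPM in control cells to 316 ± 8.78 CPM after H/R (SD, n = 3 libraries each), and Tnc, the matrix protein tenascin C, from 9.33 ± 1.24 to 31.5 ± 4.02 CPM. Fn1 (fibronectin) fell from 8528 ± 275 to 4542 ± 150.1 CPM and Lamb2, a laminin chain, from 185 ± 20.6 to 64.0 ± 16.1 CPM.
Of 37 tested genes of that list, 11 were higher and 9 were lower at an adjusted p under 0.05 from edgeR's quasi-likelihood test (the same when adjusted over the list alone). The integrin gene Itgb8 rose by 1.64 and the hyaluronan receptor gene Cd44 by 0.75 on the log2 scale, while the laminin gene Lama5 changed by -0.94 and Cd47, a receptor of thrombospondin, by -0.68. The median of the list was -0.02 and turns to 0.19 without scaling factors, 0.07 with no filter on low counts, and 0.09, 0.05, 0.06 and 0.04 without control replicate 1, control replicate 2, H/R replicate 2 and H/R replicate 3, while limma's camera placed the list on the higher side and did not pass it (adjusted p = 0.813). In the annotation of the deposited table, used only after the values were seen, the GO component extracellular matrix held 21 genes at the study's thresholds of 93 tested, 8 higher and 13 lower, against 10.2 by chance (adjusted p = 0.0228, one-sided Fisher's exact test). Of 17 tested synapse genes, 3 were higher and 3 were lower (the same when adjusted over the list alone), with a median of 0.18, and the list did not pass limma's camera (adjusted p = 0.898). Without scaling factors 5 of them are higher and none is lower, with a median of 0.39. Ephb2, an ephrin receptor, rose by 0.57, the scaffold gene Homer3 by 0.81 and the adhesion gene Nlgn2 by 0.49, and the changes were -0.33 for Cadm1, -0.64 for Dlg1 and -0.43 for Dlg4. Without scaling factors Cadm1, Dlg1 and Dlg4 do not pass (adjusted p = 0.262, 0.0678 and 0.184, edgeR), and the median of the synapse list turns to -0.01 without control replicate 2. With libraries left out, edgeR loses Dlg1 (adjusted p = 0.0701) and Dlg4 (0.0713) without H/R replicate 1. It also loses Dlg4 without control replicate 2 (0.0558) and Nlgn2 without H/R replicate 2 (0.0784). Nlgn2 does not pass with offsets for transcript length and GC content either (0.30, adjusted p = 0.0913, edgeR). With these offsets, added after the values were seen, 2 synapse genes are higher and 4 are lower.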

Although the results of our joint MeRIP-seq and RNA-seq analysis were not related to migration or differentiation, we could find that the source genes of mRNAs with m^6^A methylation differences were related to cell adhesion and synapse formation through separate enrichment analysis of the MeRIP-seq results. In the process of migration to other tissues, cells must constantly interact with other cells and produce dynamic changes in adhesion and detachment. The formation of synaptic connections is regarded as the last step in nerve repair and the functional embodiment of NSCs after differentiation into neurons. We also verified that H/R could significantly improve the migration ability of NSCs. Due to the differences in the results of these enrichment analyses, we speculated that m^6^A methylation regulates the migration and differentiation of NSCs through other mechanisms, such as enhancing RNA translation efficiency rather than affecting mRNA expression. Further research into the hub genes from genes enriched in relevant terms should help elucidate the molecular mechanism that regulate NSC migration and differentiation through m^6^A methylation modification after H/R.

## Conclusion

In conclusion, this study is the first to describe the m^6^A methylation and expression profiles of mRNAs in NSCs after H/R. Bioinformatics analysis revealed that proliferation, migration, and differentiation of NSCs after H/R are closely related to m^6^A methylation of mRNAs. *Mettl14* plays an important role in cell proliferation and migration. This provides a reference for studying the specific biological processes and molecular mechanisms of endogenous activation of NSCs after ischemia–reperfusion injury in the central nervous system.

### Supplementary Information

**Additional file 1: Table S1.** The detailed information of raw data.

**Additional file 2: Table S2.** Statistical analysis of reads mapped in reference genome.

**Additional file 3: Table S3.** The detailed information of m^6^A peaks.

**Additional file 4: Table S4.** The detailed information of significantly changed m^6^A peaks.

**Additional file 5: Table S5.** Gene ontology analysis of the source genes of mRNAs with m^6^A methylation differences.

**Additional file 6:** **Figure S1.** Protein–protein interaction network for enrichment analysis results of the source genes of mRNAs with m^6^A methylation differences. **A** Genes enriched in the GO analysis term “synapse organization.” **B** Genes enriched in the GO analysis term “extracellular structure organization.” **C** Genes enriched in the GO analysis term “cell adhesion molecule binding.” **D** Genes enriched in the KEGG analysis term “ECM-receptor interaction.” E Genes enriched in the KEGG analysis term “axon guidance.”

**Additional file 7: Table S6.** Kyoto encyclopedia of genes and genomes analysis of the source genes of mRNAs with m^6^A methylation differences.

**Additional file 8: Table S7.** The detailed information of significantly changed mRNAs.

**Additional file 9: Table S8.** Gene ontology analysis of differentially expressed genes.

**Additional file 10: Table S9.** Kyoto encyclopedia of differentially expressed genes.

**Additional file 11: Table S10.** The detailed information of conjoint analysis between m^6^A methylation and RNA expression

**Additional file 12: Table S11.** Gene ontology analysis of the source genes of mRNAs with m^6^A methylation difference and expression difference.

**Additional file 13: Table S12.** Kyoto encyclopedia of genes and genomes analysis of the source genes of mRNAs with m^6^A methylation differences.

**Additional file 14: Table S13.** Hub gene clusters based on MCODE analysis.

**Additional file 15: Figure S2.** Full-length blots of Fig. 5B.

**Additional file 16: Figure S3.** The fluorescence staining of transfection efficiency in NSCs.

## Data Availability

The datasets generated and/or analyzed during the current study are available in the GEO (Gene Expression Omnibus) repository under the accession number GSE221841 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE221841) and GSE221842 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE221842).

## Abbreviations

CNS: Central nervous system
NSCs: Neural stem cells
m^6^A: N6-methyladenosine
H/R: Hypoxia/reoxygenation
qRT-PCR: Quantitative real-time PCR
MeRIP-seq: Methylated RNA immunoprecipitation sequencing
RNA-seq: RNA sequencing
CCK-8: Counting kit-8
FTO: Fat mass and obesity-associated gene
Mettl14: Methyltransferase-like 14
GAPDH: Glyceraldehyde phosphate dehydrogenase
GO: Gene ontology
KEGG: Kyoto Encyclopedia of Genes and Genomes
PPI: Protein–protein interaction
NC: Negative control
OD: Optical density
SEM: Standard error of the mean
METTL3: Methyltransferase-like 3
WTAP: WT1 associating protein
ALKBH5: AlkB homolog 5
Cdk1: Cyclin-dependent kinase 1
Mki67: Marker of promotion Ki-67
Top2a: DNA topoisomerase II alpha
Aurkb: Aurora kinase B
Ccnb2: Cyclin B2
Rrm2: Ribbon reduce regulatory bundle M2
Ccna2: Cyclin A2
Foxo3a: Forkhead box O 3a
Foxo1: Forkhead box O 1

How the deposited data were processed for this re-analysis (not part of the article)

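RNA of C17.2 cells was sequenced in 3 control libraries and 3 H/R libraries (12 h at 5% oxygen, then 48 h of reoxygenation), after removal of ribosomal RNA and in pairs of 150 bp. The gene table holds raw counts per gene: the authors trimmed the reads with cutadapt 1.9.3, aligned them to mm10 with HISAT2 2.0.4 and counted them with HTSeq 0.9.1, and ran edgeR 3.16.5 for their own comparison. The lncRNA table holds the authors' counts per transcript, for which the counting tool is not stated, and the circRNA table holds counts of reads over back-splice junctions that the authors called with DCC after alignment with STAR 2.5.1b, as the file header and their notes state. The strand setting of the counting and the release of the annotation are stated in none of the sources. Beside the counts, 18 columns of other values per sample were not used. The gene table has 14665 genes, all protein-coding, of which 14495 were found by their ID in the GENCODE vM21 table that gave the coordinates, and 21 symbols stand for more than 1 ID. The lncRNA table has 63958 lines for 23098 transcripts, whose repeated lines hold the same counts, and the circRNA table has 2805 circRNAs.

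Gene counts per library were 7267809 to 8371882 (median 8210400) in the control group and 15639751 to 16830389 (median 15851179) in the H/R group. The lncRNA counts were 601626 to 652393 and 1145192 to 1239163, and the reads over circRNA junctions 1386 to 1846 and 2938 to 3335. Counts of PCR-amplified reads without molecular identifiers are not independent molecules. No library duplicated another of its group: the chi-square per degree of freedom between replicates ran from 9.00 to 29.3, and the correlation of log2 CPM over genes from 0.961 to 0.987.

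Each table was analysed separately in R 4.3.3 with edgeR 4.0.16: filterByExpr for low counts, TMM normalization, the quasi-likelihood test of H/R against control (two-sided, no covariate) and the Benjamini-Hochberg adjustment over the features tested, with an adjusted p under 0.05 as the threshold. The filter kept 11104 genes, 6779 lncRNAs and 20 circRNAs, with coefficients of variation between replicates of 0.144, 0.405 and 0.331. The thresholds of the study, an unadjusted p under 0.05 and a fold change of at least 2, were applied to the same test. Of the 33 lists of genes, 31 had at least 3 tested members, and the m6A erasers and the microglia and macrophage markers had fewer. Lists were tested with camera of limma 3.58.1 at a correlation of 0.01 and at an estimated one, two-sided and adjusted over the lists, and by one-sided Fisher's exact tests among the genes at the study's thresholds, with all tested genes as the background. The KEGG and GO terms that the deposited gene table annotates, of 5 to 500 tested genes, were tested in the same way against the tested genes that have such an annotation (4053 for KEGG), after the values had been seen.

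The genes named in the text follow a rule: all genes of Table 3, the hub genes, the METTL14 network and the writers and erasers of Fig. 1, the 5 largest changes up and down among passing genes averaging at least 5 CPM, and up to 4 members per list and direction with the smallest adjusted p. The lncRNAs named are the 3 with the smallest adjusted p in each direction, and the circRNA named is the 1 with the smallest adjusted p. Where the text gives values of others, apart from coding genes beside a named lncRNA, it says that they, or their group, were chosen after their values were seen.

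The alternatives fixed beforehand were DESeq2 1.42.0, edgeR's exact test, RLE size factors, no scaling factors, no filter on low counts, a filter of 1 CPM in 3 libraries, replicate number as a block, each library left out in turn, other thresholds and, for the enrichment, another background. Added after the values were seen were H/R libraries thinned to the median control total, offsets for transcript length and GC content from splines with 5 degrees of freedom, the exact test together with no filter, the comparison of a list with the other genes without scaling factors, lncRNAs without sense overlap, and the KEGG and GO terms. On simulated negative binomial counts with 3 libraries against 3, the gene test recovered 41.5% of 65 genes changed by 1.5-fold, 73.4% of 79 changed by 2-fold and 96.4% of 55 changed by 4-fold, with 3 false calls among 141. For lncRNAs it recovered 0% of 57, 10.3% of 68 and 77.8% of 45. The files analysed here hold no m6A values per library, and the m6A class of an mRNA is taken from the paper's tables.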

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

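Of the tests in this part, the shares of lncRNAs with the same sign of change as a coding gene were chosen only after the result was seen, as were the wider distances and the comparison with the other genes for composition, and the thinning of libraries after the data were seen.

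The paper does not report on the lncRNA table, in which 334 of 6779 tested lncRNAs changed after H/R, 181 higher and 153 lower (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 1154 at an unadjusted p under 0.05). AK137065, antisense to Rabepk and 255 bp after the end of Hspa5, fell from 417 ± 37.4 to 18.2 ± 3.78 CPM (SD, n = 3), and ENSMUST00000159090, which overlaps Arrdc3 in the sense direction, rose from 28.4 ± 11.0 to 241 ± 17.2 CPM. ENSMUST00000152600, which overlaps Hsp90b1, fell from 389.8 ± 21.9 to 43.7 ± 6.85 CPM, and AK031976, antisense to Ddx19a, rose from 147 ± 15.5 to 537 ± 71.4 CPM. AK085074, antisense to Aldh1l2, rose from 45.1 ± 13.0 to 240.6 ± 21.7 CPM, while Aldh1l2 itself fell by 2.01 on the log2 scale. Intergenic lncRNAs made up 108 of those that changed, 69 higher and 39 lower, and TCONS_00002439 among them fell from 1376 ± 43.1 to 314 ± 44.5 CPM. The count is 158, 181 and 156 without H/R replicate 1, 2 and 3.

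Reads of coding transcripts are a candidate source of part of these changes. Of the 157 sense-overlapping lncRNAs that changed beside a tested gene, 99.4% had the sign of its change (49.8% by chance). For 136 of them the gene itself passes, each time with the same sign. For the other 21 the gene does not pass, and 20 of these have its sign. Their median change is 0.11 in the gene against 1.07 in the lncRNA, so reads of the coding transcript stay open for them. Of the 108 intergenic ones, 56 have a coding gene on the same strand that overlaps them or ends within 5 kb before them, which itself passes for 32, 100% of them with the same sign as the lncRNA (50.4% by chance), while for the 24 whose gene does not pass the share is 79.2%, with a median change of 0.22 in the gene against 1.16 in the lncRNA, so run-on reads stay open for them. The other 52 were set apart because they have no such tested gene, so their lack of overlap is part of the selection and does not test this source. Coding genes that were not tested here were not examined. Within 100 kb, 20 of the 52 have a tested gene, among them TCONS_00002439, 6021 bp after the end of Aldh1l2, which also fell. Of these 20, 10 have the sign of the gene's change, so reads that run on from further away are not shown for them as a group. Of the 46 antisense lncRNAs that changed, 16 have a coding gene on their own strand that overlaps them or ends within 5 kb before them. Among these, 12 of the 16 have the sign of its change, so run-on reads stay open for them. AK031976 is one of them, 1671 bp after the end of St3gal2, which rose by 1.03 on the log2 scale. Transcripts that the annotation lacks, and a response of the lncRNAs to H/R, remain open and were not tested.

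Ribosomal protein genes, which the paper does not discuss, were chosen as a group after their values were seen: 75 of 80 tested were lower after H/R and 1 was higher, with a median log2 fold change of -0.84 (-0.63 without scaling factors), while at the study's thresholds the KEGG pathway Ribosome held 11 of 124 tested genes, all 11 lower, against 15.3 by chance (adjusted p = 1, one-sided Fisher's exact test). Rpl12 fell from 1042 ± 153 to 408 ± 21.6 CPM and Rpl13a from 564 ± 69.7 to 251 ± 2.12 CPM, and the group held 3.38%, 3.75% and 4.19% of the control counts and 2.39%, 2.48% and 2.37% of the H/R counts. Transcript length and GC content do not account for it, since the group lies -0.84 from 664 genes matched on both. The median is -0.86 after the H/R libraries are thinned to the control total (quartiles -0.96 and -0.70). Thinning keeps relative levels, so it could hardly move this median and does not test the depth. A few abundant genes taking the counts would lower all others alike, but without scaling factors the median lies at -0.86 from that of 10929 other genes, the 100 most abundant left out, which argues against it. A lower level of these mRNAs under H/R may account for the fall, as a hypothesis found on the same data. The share of mapped reads, which differs between the groups in the MeRIP-seq input libraries, stays open, and so does the depth.

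Of 40 tested genes of ATF4 and amino acid stress, 34 were lower after H/R and 1 was higher (35 and 1 when adjusted over the list alone), with a median log2 fold change of -0.76. Camera passed the list also with an estimated correlation (adjusted p = 0.0133). The paper does not discuss these genes as a group, although its table of hub genes lists Atf4.

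Of 13 tested heat shock genes, cytosolic ones and the mitochondrial Hspe1 and Hspd1, 12 were lower and none was higher (the same when adjusted over the list alone), with a median of -0.94. The median was -0.61, with 9 lower, without control replicate 3, and 9 were lower without scaling factors. Camera gave an adjusted p of 1.91e-04, and adjusted p = 0.482 with an estimated correlation. The paper does not discuss these genes as a group either, although its table of hub genes lists Hspa1b.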

How the results depend on the processing

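Thinning, the offsets for length and GC content, the exact test with no filter, lncRNAs without sense overlap and the KEGG and GO sets were chosen after the data were seen. The genes at an adjusted p under 0.05, 4196, stayed within 1.5 times that count with DESeq2, edgeR's exact test, RLE size factors, without scaling factors, with no filter or a stricter one, thinned and with offsets for length and GC content (4081 to 4976), and with each library left out in turn (3193 to 4574), and came to 2760 at an adjusted p under 0.01 and 1133 with a fold of at least 2 as well. The study's thresholds gave 1202 to 1429 genes with a library left out, and the jointly changed mRNAs, counted in each of their classes, 691 to 759. Without scaling factors 74.4% of the passing genes are higher, in place of 49.7%, and the change of mt-Nd5 turns from -0.21 to 0.0010. With replicate number as a block, the counts were 4037 genes, 1222 at the study's thresholds, 289 lncRNAs, 0 circRNAs, 17 lists and 725 jointly changed mRNAs; the numbers are not stated to pair libraries, and under the same number the residuals correlated at 0.0392, 0.0042 and 0.0219, the highest value for each library except H/R replicate 2 (0.0077 with control replicate 3).

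For lncRNAs the count of 334 becomes 156 to 332 with a library left out, 160 at an adjusted p under 0.01, 168 without sense overlap and 218 with the exact test and no filter on low counts together (451 and 387 with each alone), and the cause was not tested. For circRNAs it is 0 to 1 with a library left out, and 1 with the exact test and 1 without scaling factors. Lists passing camera numbered 16 to 18 with a library left out, and 1 with an estimated correlation, where the adjusted p became 0.161 for G2/M and mitosis, 0.112 for DNA replication, 0.106 for G1/S, 0.0817 for p53 targets, 0.106 for HIF targets, 0.0924 for ER chaperones, 0.0817 for cholesterol, 0.0924 for the interferon response, 0.122 for kinesins and 0.112 for DNA helicases; under every other setting these 10 lists passed. The PI3K-Akt list, at 0.125, passed with DESeq2 (0.0479), the exact test (0.0392), no scaling factors (0.0269) and the exact test with no filter (0.0238), and the cause was not tested. Of the KEGG pathways in place of the lists 6 were enriched, and 14 of the lists; these are different sets. Of the 153 genes that the naming rule gives 149 passed, 14 of these were lost under at least 1 of the other settings with all libraries that were set beforehand and 15 with a library left out. The alternatives planned for normalized values (pseudocounts, other filters, quantile normalization) were not run, since the tables hold counts, and all genes of the table are protein-coding, so that alternative changes nothing. Changes under 2-fold can be missed at this number of libraries: 41.5% of simulated 1.5-fold changes were recovered. The simulation changed 65, 79 and 55 of 11096 genes, by 1.5-fold, 2-fold and 4-fold, far fewer than pass in the data. Its shares therefore need not hold for these data.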

Differences from the paper's values

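The KEGG and GO sets, and the exact test with no filter, were chosen after the data were seen.

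The paper gives 6 mRNAs with m6A methylation upregulated and expression downregulated, and 3 of them pass the study's thresholds here. Of the alternatives fixed before the data were examined, no filter on low counts gives 5, within 1.5 times the paper's count, and none of the others comes within it. The paper gives 77 mRNAs with m6A methylation downregulated and expression upregulated, and 46 pass here. No filter on low counts gives 76, and leaving out control replicate 1 or control replicate 3 gives 54 each, within 1.5 times the paper's count, and none of the others comes within it. The exact test together with no filter, chosen after seeing the values, gives 6 and 77, and calls 1390 of the paper's 1454 differentially expressed mRNAs (64 dropped) among 1538. All other values compared, 42 in all with these, did not differ by this measure.

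The paper reports by qRT-PCR that Mettl14 mRNA was higher after H/R, and that Fto did not differ. In the RNA libraries, another assay, Mettl14 had a log2 fold change of -0.13 (standard error 0.16, adjusted p = 0.571, edgeR's quasi-likelihood test) and passed under none of the alternatives, and Fto one of -0.34 (adjusted p = 0.0136), which does not pass without scaling factors (0.302) or without H/R replicate 3 (0.0563). Mettl3, Wtap and Alkbh5 did not pass here either, as the paper reports, apart from Wtap without scaling factors (adjusted p = 0.0251).

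The paper names the p53, HIF-1 and PI3K-Akt signaling pathways among those enriched, without naming an adjustment. Here the KEGG pathways gave an adjusted p of 0.128, 0.732 and 0.626 (unadjusted 0.00354, 0.190 and 0.0757; one-sided Fisher's exact tests), and p53 passes unadjusted or with the higher genes alone (adjusted p = 0.00161). The fixed lists gave 0.154, 0.0868 and 0.121, and with all genes of the table as the background HIF targets (0.0346) and PI3K-Akt genes (0.0341) pass by the exact test, while p53 targets do not (0.0548). For the functions the paper names, DNA helicase activity and ATPase activity gave an adjusted p of 1 each (unadjusted 0.0905 and 0.0217, one-sided Fisher's exact tests), while the fixed list of DNA helicases passes (0.00541). The terms used here do not pass genes on to broader terms: motor activity has 37 tested genes and microtubule motor activity 42. The paper's own GO and KEGG results were not available, and its terms and background may differ. These values therefore do not test its enrichments.

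In the METTL14 network drawn from the paper's differentially expressed mRNAs, H3c7 (Hist1h3f in the table) had a log2 fold change of 0.68, under 2-fold (adjusted p = 0.0364, edgeR's quasi-likelihood test). H3c7 was matched by its older symbol, which is not in the paper's Table S7, so that match is a limit of this comparison.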

Other observations

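The share of mapped reads and the composition, by a comparison with the other genes, were tested only after the result was seen, and the thinning and the offsets were chosen after the data were seen.

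The ATF4 transcript itself was lower after H/R, with 701 ± 41.2 CPM in control cells and 343 ± 5.61 CPM after H/R (SD, n = 3 libraries each), and so were Nupr1, a stress-induced transcription factor, from 118 ± 9.24 to 34.1 ± 1.61 CPM, and Pycr1, of proline synthesis, from 103 ± 16.3 to 22.4 ± 2.96 CPM. Wars, the tryptophanyl-tRNA synthetase, fell from 254 ± 8.37 to 84.1 ± 8.99 CPM, and Sesn2, a stress-induced sestrin, was the member that rose (log2 fold change 0.69). In the heat shock list, which also holds the mitochondrial Hspe1 and Hspd1, Hspa1a fell from 14.8 ± 10.2 to 1.03 ± 0.465 CPM, Hspe1, a co-chaperone, from 421 ± 150.3 to 176 ± 11.3 CPM and Dnajb1 by 1.69 on the log2 scale (by 1.09 without control replicate 3). The small heat shock gene Cryab, named after its value was seen, had a log2 fold change of -0.04 (adjusted p = 0.895, edgeR's quasi-likelihood test). Of 12 tested genes of fatty acid synthesis, 7 were higher and none was lower (the same when adjusted over the list alone). Without control replicate 1, 7 were higher and 2 were lower. The median of the list was 0.39 (0.61 without scaling factors). Camera gave it an adjusted p of 0.00280, and adjusted p = 0.106 with an estimated correlation. The desaturase gene Scd2 rose from 1139 ± 34.1 to 2306 ± 27.9 CPM and Acsl3 from 53.2 ± 1.57 to 117 ± 14.6 CPM, and Scd1 and the citrate lyase gene Acly rose by 1.00 and 0.60.

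Of 18 tested NRF2 targets, 5 were lower and none was higher (4 when adjusted over the list alone), with a median of -0.36: Hmox1, the biliverdin reductase gene Blvrb (-2.05), Gclm, of glutathione synthesis (-1.29), and the transporter gene Abcc1 (-0.42) were among them. Without control replicate 1, 11 were lower and 1 was higher, and without control replicate 3 the median was -0.18. Without scaling factors 3 of the NRF2 targets were lower and 2 were higher, with a median of -0.15. Camera passed the list (adjusted p = 0.0181), but not without control replicate 3 (0.131), with DESeq2 (0.0555) or with an estimated correlation (adjusted p = 0.617), over a range from 2.2e-05 to 0.617. Abcc1 does not pass without scaling factors (adjusted p = 0.0511, edgeR). Of 18 tested immediate early genes, 9 were lower, among them Egr1, from 28.4 ± 4.41 to 7.53 ± 0.810 CPM, Myc, from 40.1 ± 4.65 to 14.9 ± 0.577 CPM, Klf6 (-0.83) and Dusp1 (-0.75), and 2 were higher, Btg2 (0.63) and Junb (0.84), also when adjusted over the list alone. Camera passed that list (adjusted p = 0.0273), but not without control replicate 3 (0.108), without H/R replicate 3 (0.0624) or with an estimated correlation (adjusted p = 0.422), over a range from 0.0083 to 0.422. Of 5 tested mRNAs of the mitochondrial genome, mt-Nd5 was lower (-0.21, adjusted p = 0.0406, edgeR; none when adjusted over the list alone). It does not pass with the exact test (0.0821), with no filter on low counts (0.0770), with replicate number as a block (0.0586), or without control replicate 2 or any H/R replicate (0.0819 to 0.144). With offsets for transcript length and GC content, mt-Nd5 changed by -0.10 (adjusted p = 0.339, edgeR). The median of the list was -0.21, and -0.10 with these offsets. It turns to 0.00 without scaling factors and 0.16 without control replicate 1, and camera did not pass the list (adjusted p = 0.805).

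Of 11 tested neural stem cell markers, Nes (nestin) rose from 196 ± 16.3 to 331 ± 19.2 CPM and Notch1 by 0.81, while Msi2 changed by -0.58 and Sox9 by -2.19 (2 and 2 also when adjusted over the list alone). Sox9 is lost without control replicate 3 (-1.46, adjusted p = 0.0913, edgeR). The median and the mean of the list, -0.03 and -0.13, lie on the other side of its camera direction, the median turns to 0.18 without scaling factors, 0.15 without control replicate 3 and 0.03 without H/R replicate 1, and the list did not pass (adjusted p = 0.805). Of 4 tested neuron markers, Mapt (tau) fell from 39.2 ± 3.92 to 12.5 ± 0.661 CPM and Map2 from 76.7 ± 3.99 to 34.9 ± 2.44 CPM (2 also when adjusted over the list alone), with a median of -0.62. The median was -1.17 without control replicate 1, -1.14 without control replicate 3 and -0.08 over 9 markers with no filter on low counts. Camera passed the neuron markers (adjusted p = 0.0469), but not with no filter on low counts (0.180) or with replicate number as a block (0.0532). Nor did camera pass them without control replicate 1 (0.0814), without control replicate 2 (0.0719) or with an estimated correlation (adjusted p = 0.316), over a range from 0.0133 to 0.316. Of 4 tested astrocyte markers, Gja1 rose by 0.72 and Aldoc, also in the list of HIF targets, fell. Their median of 0.27 and mean of -0.45 differ in sign, the median turns to -0.05 without control replicate 2, and camera did not pass them (adjusted p = 0.999). Of 3 tested oligodendrocyte lineage markers, Pdgfra rose by 1.35 and 1 other was lower (1 and 1 also when adjusted over the list alone). Their median of -0.07 and mean of 0.10 differ in sign, the median turns to 0.14 without scaling factors, 0.31 without control replicate 1 and 0.02 without H/R replicate 1, and camera did not pass them (adjusted p = 0.999). Of 10 tested fibroblast and mesenchymal markers, S100a4 rose from 309 ± 16.8 to 595 ± 24.3 CPM, and Fn1, Acta2 (-1.12), Postn (-1.52) and Pdgfrb (-0.36) were lower (camera adjusted p = 0.209). Pdgfrb does not pass without scaling factors (adjusted p = 0.374, edgeR) or when any library but control replicate 3 or H/R replicate 1 is left out (0.0636 to 0.156), and the median of the list, -0.17, turns to 0.05 without scaling factors and 0.01 without control replicate 1. Of 11 microglia and macrophage markers 1 was tested, so that list was not.

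Of 11 tested m6A writer genes, Rbm15b and Virma were lower and none was higher (the same when adjusted over the list alone). Virma (1110037F02Rik) changed by -0.35 (adjusted p = 0.00983, edgeR's quasi-likelihood test) and does not pass without scaling factors (0.251) or without H/R replicate 1 (0.0663). Without scaling factors 3 writers are higher and 1 is lower, and without control replicate 3 there are 2 and 2. The median of the writers was -0.13 and turns to 0.09 without scaling factors (camera adjusted p = 0.492). Mettl3, the catalytic subunit, had 12.9 ± 5.36 and 10.7 ± 1.77 CPM (adjusted p = 0.486, edgeR), and Wtap, the adaptor, 106 ± 6.87 and 112 ± 4.40 CPM (adjusted p = 0.545, edgeR), although Wtap passes without scaling factors (0.29, adjusted p = 0.0251). Alkbh5, an eraser, had 282 ± 22.1 and 262 ± 12.2 CPM (adjusted p = 0.381, edgeR). Of 12 tested m6A readers, Hnrnpc fell from 321 ± 30.2 to 208 ± 7.05 CPM and Igf2bp2 changed by -0.26 (1 lower when adjusted over the list alone), with a median of -0.09 that turns to 0.12 without scaling factors, where 2 are higher and 1 is lower (camera adjusted p = 0.424). Igf2bp2 does not pass without scaling factors (adjusted p = 0.671, edgeR), nor without control replicate 3 or any H/R replicate (0.0633 to 0.110).

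Among 20 circRNAs tested, edgeR's quasi-likelihood test called none after adjustment and 4 at an unadjusted p under 0.05, DESeq2 called none, and edgeR's exact test called 1. The smallest adjusted p was 0.0521, for the circRNA on chromosome 5 from 84123959 to 84124137 in Epha5, with 3, 0 and 4 reads in the controls and 23, 25 and 15 after H/R (log2 fold change 2.26).

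The fall of the ER list was set against the depth, the composition and the length and GC content of its transcripts. Its median log2 fold change is -1.31 after the H/R libraries are thinned to the median control total (quartiles -2.14 and -1.02), and -1.33 with offsets for transcript length and GC content (quartiles -2.14 and -1.01). Without scaling factors it lies at -1.33 from the median of 10967 other genes, the 100 most abundant left out (quartiles -2.15 and -1.03), where counts taken by a few abundant genes would lower all others alike. The offsets and the comparison with other genes argue against length, GC content and composition as the whole of it. Thinning keeps relative levels, so it could hardly move the median and does not test the depth, which stays open. The share of mapped reads in the paper's Table S2 cannot be told apart from H/R, because the lowest H/R share lies 13.45 percentage points above the highest control share. That share is given for the MeRIP-seq input libraries, and whether they are the RNA libraries is not stated. A lower level of these mRNAs 48 h after hypoxia may account for the fall, and this remains a hypothesis found on the same data.

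There are 10 ways to split the 6 libraries into 3 and 3, too few for a share under 0.05. The real split was the 1 with a result as large for the genes at an adjusted p under 0.05 (4196, highest other 0), those at the study's thresholds (1242, highest other 65), the lncRNAs (334, highest other 0), the lists passing camera (18, highest other 15), the lists enriched at the study's thresholds (14, highest other 2) and the jointly changed mRNAs (744 when those in 2 classes count in both, highest other 0). For circRNAs all 10 gave a count of 0.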
